# Genome-wide identification of microRNAs and their targets in wild type and *phyB* mutant provides a key link between microRNAs and the phyB-mediated light signaling pathway in rice

**DOI:** 10.3389/fpls.2015.00372

**Published:** 2015-05-29

**Authors:** Wei Sun, Xiao Hui Xu, Xiu Wu, Yong Wang, Xingbo Lu, Hongwei Sun, Xianzhi Xie

**Keywords:** rice, phytochrome B, light signaling, high-throughput sequencing, MicroRNA, degradome analysis, transcription factor

## Abstract

Phytochrome B (phyB), a member of the phytochrome family in rice, plays important roles in regulating a range of developmental processes and stress responses. However, little information about the mechanisms involved in the phyB-mediated light signaling pathway has been reported in rice. MicroRNAs (miRNAs) also perform important roles in plant development and stress responses. Thus, it is intriguing to explore the role of miRNAs in the phyB-mediated light signaling pathway in rice. In this study, comparative high-throughput sequencing and degradome analysis were used to identify candidate miRNAs and their targets that participate in the phyB-mediated light signaling pathway. A total of 720 known miRNAs, 704 novel miRNAs and 1957 target genes were identified from the fourth leaves of wild-type (WT) and *phyB* mutant rice at the five-leaf stage. Among them, 135 miRNAs showed differential expression, suggesting that the expression of these miRNAs is directly or indirectly under the control of phyB. In addition, 32 out of the 135 differentially expressed miRNAs were found to slice 70 genes in the rice genome. Analysis of these target genes showed that members of various transcription factor families constituted the largest proportion, indicating miRNAs are probably involved in the phyB-mediated light signaling pathway mainly by regulating the expression of transcription factors. Our results provide new clues for functional characterization of miRNAs in the phyB-mediated light signaling pathway, which should be helpful in comprehensively uncovering the molecular mechanisms of phytochrome-mediated photomorphogenesis and stress responses in plants.

## Introduction

Light is not only a source of energy for photosynthesis, but also a key environmental factor that affects plant growth and development. To adapt to changing environments, plants perceive light signals through an array of photoreceptors to make appropriate adjustments (Chen et al., 2004; Franklin, 2009). Phytochrome (phy) is a kind of photoreceptor that mainly perceives and responds to the red and far-red light regions. *In vivo*, native phytochromes form homodimers and heterodimers, and exist in two reversible conformations under different light spectrums (Rockwell et al., 2006). In etiolated seedlings, phytochromes are present as the red-light-absorbing form (Pr, biologically inactive) in the cytoplasm. However, red light induces a conformation shift from Pr to the far-red-light-absorbing form (Pfr, biologically active) and promotes translocation of the Pfr form into the nucleus (Yamaguchi et al., 1999; Chen et al., 2005). In the nucleus, phytochromes interact with other nuclear proteins and trigger transcription cascades to regulate light responses.

Rice, one of the most important cereals in the world, has been used as a monocot model plant for molecular studies. Three genes (*PHYA*, *PHYB*, and *PHYC*) encoding phytochromes have been identified in the rice genome (Kay et al., 1989; Dehesh et al., 1991; Basu et al., 2000; Xie et al., 2014). In etiolated rice seedlings, phyA is the most abundant phytochrome, whereas phyB is the predominant phytochrome under white light (Xie et al., 2014). Previous studies have revealed that phyB-mediated light signaling regulates multiple aspects of plant growth and development, such as seedling establishment, plant architecture, and flowering time (Izawa et al., 2002; Takano et al., 2005; Zhao et al., 2013). Continuous red light inhibited coleoptile elongation in wild-type (WT) rice, but the inhibitory effect was significantly reduced in the *phyB* mutant, indicating that phyB plays a crucial role in photoinhibition of coleoptile elongation in rice seedlings (Takano et al., 2005). In addition, phyB-mediated red signal positively regulate chlorophyll biosynthesis and chloroplast development in rice through affecting the expression of various downstream genes (Izawa et al., 2002; Takano et al., 2005; Zhao et al., 2013). Other characteristics of rice architecture and development, such as the angle between the leaf blade and leaf sheath, root elongation and gravitropic responses, stomata development, and flowering time, were also under the control of phyB (Izawa et al., 2000, 2002; Correll and Kiss, 2005; Takano et al., 2005; Gu et al., 2011; Liu et al., 2012).

In addition to rice growth and development, phyB also participates in stress and hormone responses in rice. It was reported that the *phyB* mutant had improved drought tolerance, which was attributed to its reduced leaf area and stomata density (Liu et al., 2012). Expression analyses suggested that genes related to SA- and/or JA-dependent defense pathways were down-regulated significantly in the *phyAphyBphyC* triple and *phyAphyB* double mutants, which led to a reduction in pathogenesis-related class 1 (PR1) proteins (Xie et al., 2011, 2014). In addition, phyB also plays important roles in hormone responses. In rice, the *phyB* mutant had increased abscisic acid (ABA) content and exhibited hypersensitivity to ABA (Gu et al., 2011). Rice phyA and phyB affect the expression of the gibberellin (GA) biosynthesis gene *OsGA3ox2* and the ethylene biosynthesis gene *OsACO1* (Iwamoto et al., 2011).

MicroRNA (miRNA) is the major type of endogenous non-coding RNA in plants, and mainly functions in post-transcriptional gene silencing via mRNA cleavage or translational repression (Reinhart et al., 2002; Bartel, 2004; Taylor et al., 2014). A growing body of evidence suggests that miRNAs play key roles in plant growth and development, and stress and hormone responses by targeting specific genes (Jones-Rhoades et al., 2006; Mallory and Vaucheret, 2006; Shukla et al., 2008; Voinnet, 2009; Sunkar et al., 2012). Cup-Shaped Cotyledon1 (CUC1) and CUC2, two targets of miR164, play crucial roles in regulating meristem development and aerial organs initiation in *Arabidopsis* (Laufs et al., 2004; Mallory et al., 2004). miR156 and miR172 function antagonistically in regulating developmental transitions in both monocots and dicots (Chuck et al., 2007; Wang et al., 2009, 2011; Wu et al., 2009; Huijser and Schmid, 2011). Four miRNAs (miR159, miR165/166, miR319) participate in regulation of various developmental processes by targeting the GAMYB, Homeodomain Leucine Zipper (HD-ZIP) and TCP transcription factors in *Arabidopsis*, respectively (Millar and Waterhouse, 2005; Jones-Rhoades et al., 2006; Mallory and Vaucheret, 2006; Jung et al., 2009; Rubio-Somoza and Weigel, 2011). A number of well-conserved plant miRNAs are directly involved in auxin signaling, such as miR160, miR164, miR167, miR390, and miR393 (Mallory et al., 2004; Guo et al., 2005; Wang et al., 2005; Yang et al., 2006; Marin et al., 2010; Si-Ammour et al., 2011). Recent studies revealed that environmental stresses, including both biotic and abiotic stresses, induce differential expression of a number of miRNAs. For example, abiotic stresses, drought and salinity, could induce the differential expression of a variety of miRNAs in different plant species, such as miR156, miR160, miR397, and miR402 (Sunkar and Zhu, 2004; Ding et al., 2009; Zhou et al., 2010; Kantar et al., 2011). A number of miRNAs are induced when plants suffer from pathogenic fungi, bacteria, and viruses infection (Ruiz-Ferrer and Voinnet, 2009; Katiyar-Agarwal and Jin, 2010).

As far as we know, little information about the phyB-mediated light signaling pathway has been reported in rice, although phyB plays important roles in rice developmental processes and stress responses. Moreover, only one miRNA acting downstream of phyB was identified in potato (*Solanum tuberosum* L.) (Martin et al., 2009), and no more information about miRNA roles in the phyB-mediated light signaling pathway has been reported in other flowering plants. To identify miRNAs and their targets involved in the phyB-mediated light signaling in rice, we performed high-throughput miRNA sequencing and degradome analysis on WT and *phyB* mutant rice. Analysis of the targets of differentially expressed miRNAs revealed that miRNAs probably participate in phyB-mediated light signaling mainly via down-regulating various transcription factor families.

## Materials and methods

### Plant materials and growth conditions

WT rice and the *phyB* mutant used in this study are *Oryza sativa* L. cv. Nipponbare. The *phyB* mutant is *phyB1* allele as described by Takano et al. (2005). The *phyB1* mutant was isolated from γ-ray-mutagenized M2 plants by phenotype screening. The mutant has an insertion of one nucleotide at the position of 481st amino acid to cause an early stop.

Seeds of WT rice and the *phyB* mutant were surface-sterilized and cultured as previously described (Liu et al., 2012). The plants were grown in a greenhouse with natural light conditions and controlled temperature (28°C, day/25°C, night) during July in Jinan, Shandong, China (latitude 36°40′N; longitude 117°00′E). At the five-leaf stage, the *phyB* mutant exhibited obvious different phenotypes from WT, such as larger declination angles of leaves, shorter plant height, wider leaf blade, reduced stomata density and transpiration rate (Takano et al., 2005; Liu et al., 2012). In addition, leaf is also an organ to measure day length and generate a mobile flowering signal to regulate photoperiodic flowering in rice (Tsuji et al., 2011). Therefore, the leaf is an important organ for phyB-mediated photomorphogenesis and stress responses. To dissect the function of miRNAs in the phyB-mediated light signaling pathway, the fourth leaves from WT and *phyB* mutant were collected and immediately frozen in liquid nitrogen. To minimize biological variance, each sample was a mixture of leaves from four individual plants.

### Small RNA library construction, sequencing and sequencing data analysis

Total RNA was extracted using Trizol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's instructions. The quantity and purity of the total RNA were determined with a Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, Palo Alto, CA, USA) with RIN number >7.0. Small RNA libraries were generated using Illumina Trueseq Small RNA Sample Preparation kits (Illumina, San Diego, CA, USA) according to the manufacturer's guide. The purified cDNA libraries were used for cluster generation on Illumina's Cluster Station and then sequenced on HiSeq 2500 sequence analyzer at LC Sciences (Hangzhou, China). Raw reads were obtained by using Illumina's Sequencing Control Studio software version 2.8 (SCS v2.8) following real-time sequencing image analysis and base-calling by Illumina's Real-Time Analysis version 1.8.70 (RTA v1.8.70, Illumina). The sequencing data were analyzed by the ACGT101-miR pipeline script version 4.2 (LC Sciences, Houston, TX, USA).

Raw reads without inserts (adaptor sequences only) and low quality reads (reads containing more than 80% single nucleotide A/G/C/T, reads with more than two undetermined bases, reads contain stretches of A7, C8, G6, or T7), were removed from further analyses. Based on the instruction from LC Sciences, raw reads containing stretches of A7, C8, G6, or T7 were deleted because there is no reported miRNAs in plants contain stretches of A7, C8, G6, or T7. Different numbers of different bases were determined based on the statistical results of the known plant miRNAs in miRbase. The clean reads were then mapped to the rice genome to separate the unique reads. Unique reads were then used as queries to blast against the non-coding RNA sequences database (Rfam 10.1, ftp://ftp.sanger.ac.uk/pub/databases/Rfam/10.1/), and repeat-Repbase database (http://www.girinst.org/repbase/update/index.html), to identify rRNA, tRNA, snRNA, snoRNA, and repeat sequences. Then, the remaining unique reads with length ≥17 nt and ≤25 nt were used as queries to blast against miRBase version 20.0 (http://www.mirbase.org/) to identify known and novel miRNAs. Length variation at both the 3′ and 5′ ends and one mismatch inside the sequence were allowed in the alignments, but the total length of a miRNA must be ≥ 17 nt and ≤ 25 nt. If a unique read could be mapped to rice pre-miRNAs in miRBase, it was considered as known miRNAs. The remaining sequences that could not be mapped to rice pre-miRNAs in miRBase were used for novel miRNA prediction. Their flanking genome sequences were folded using RNAfold software (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi) to predict secondary structures. The criteria for secondary structure prediction were: (1) number of nucleotides in one bulge in stem (≤12); (2) number of base pairs in the stem region of the predicted hairpin (≥16); (3) cutoff of free energy (kCal/mol ≤15); (4) length of hairpin (up and down stems + terminal loop ≥50); (5) length of hairpin loop (≤200); (6) number of nucleotides in one bulge in mature region (≤4); (7) number of biased errors in one bulge in mature region (≤2); (8) number of biased bulges in mature region (≤2); (9) number of errors in mature region (≤4); (10) number of base pairs in the mature region of the predicted hairpin (≥12); (11) percent of mature in stem (≥80) (Ambady et al., 2012). If a read met for all the criteria, and its normalized expression value ≥10 in at least one library, it was regarded as a novel miRNA. To determine their conservation, the novel miRNAs were used as queries to blast against the other plant species' pre-miRNAs in miRBase, and the alignment parameters were the same as that have been described above. Based on the homologies of novel miRNAs to the known miRNAs in other plant species, the novel miRNAs were classified into two groups. Group 1 novel miRNAs were orthologs of miRNAs identified in other plant species, while group 2 novel miRNAs were rice-specific miRNAs. In this study, group 2 miRNAs were named as 5p- or 3p- miRNAs, depending on their location, at the 5′-end or 3′-end of the hairpin structures. However, novel miRNAs in group 1 were named as 5p/3p or p5/p3 miRNAs. Both the 5p/3p and p5/p3 novel miRNAs in group 1 could not be mapped to rice pre-miRNAs in miRbase, but could be mapped to the precursors of miRNAs in other plant species. If they show high similarities to miRNAs in other plants, they were named as 5p/3p novel miRNAs, if they show high similarities to the potential plant (except rice) miRNAs that located on the other arms of hairpin structures with known plant miRNAs, they were named as p5/p3 novel miRNAs.

Differentially expressed miRNAs between the WT and *phyB* were identified by IDEG6 (http://telethon.bio.unipd.it/bioinfo/IDEG6_form) using Fisher's exact test and chi-squared 2 × 2 methods based on normalized deep-sequencing counts. The sequencing data were submitted to the NCBI GEO database (http://www.ncbi.nlm.nih.gov/geo) under the accession number GSE62334.

### Degradome library construction, sequencing, and analysis

Two degradome libraries were constructed using the fourth leaves of the WT and *phyB* mutant at five-leaf stage following methods described recently (Ma et al., 2010), and sequenced on HiSeq 2500 sequence analyzer at LC Sciences (Hangzhou, China). The CleaveLand 3.0 software package (Addo-Quaye et al., 2009a,b) and the ACGT101-DEG program (LC Sciences, Houston, TX, USA) were used to identify candidate targets of the known and novel miRNAs. miRNAs identified in this study were aligned to unique reads resulted from degradome sequencing, and these alignments were then scored according to a previously described scheme developed for plant miRNA/target pairings (Allen et al., 2005). If the alignment score ≤4, and at least one raw read was detected at the cleavage site, it was considered as a candidate target transcript. All targets were grouped into five categories based on the abundance of the resulting mRNA tag relative to the overall profile of degradome reads that matched the target (Yang et al., 2013). Category “0” comprised transcripts with >1 raw read at the position, with abundance at a position equal to the maximum on the transcript, and with only one maximum on the transcript. Category “1” is defined as >1 raw read at the position, with abundance at the position equal to the maximum on the transcript, and more than one maximum position on the transcript. Category “2” is defined as >1 raw read at the position, and abundance at the position less than the maximum but higher than the median for the transcript. Category “3” contained transcripts with >1 raw read at the position, and abundance at the position equal to or less than the median for the transcript, and transcripts in category “4” showed only one raw read at the position. Gene Ontology (GO) analysis of the candidate target genes of known and novel miRNAs was carried out using the AgriGO toolkit (http://bioinfo.cau.edu.cn/agriGO/).

### Real-time reverse transcription PCR (qRT-PCR)

Total RNAs were extracted from the fourth leaves of the WT and *phyB* plants as described above. Genomic DNA contamination was eliminated by RNase-free DNase I treatment (Promega, Madison, WI, USA). For miRNA qRT-PCR, miRNA first-strand cDNA was synthesized using the miRcute miRNA First-Strand cDNA Synthesis kit (Tiangen, Beijing, China). The expression levels of 15 random selected miRNAs were quantified by qRT-PCR with the SYBR PrimeScript™ miRNA RT-PCR kit (Tiangen, Beijing, China). For targets qRT-PCR, first-strand cDNA was synthesized using M-MLV reverse transcriptase according to the manufacturer's instructions (Promega, Madison, WI, USA). The expression patterns of selected genes were detected using SYBR Green Real-time PCR Master Mix (PE Applied Biosystems, Foster City, CA, USA) on the Stepone Plus system (Applied Biosystems, USA). The primers used in qRT-PCR are listed in Additional file 1. Three biological replicates were included for each miRNA and target gene in qRT-PCR analysis. The relative expression ratios of each miRNA and target gene were calculated using the delta-delta threshold cycle relative quantification method with the internal control of 5.8s rRNA and *OsEF-1α*, respectively.

## Results

### Small RNA profiles of WT rice and the *phyB* mutant

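RNA for the small RNA libraries came from the fourth leaves of WT plants and of *phyB* mutant plants. Leaves of 4 plants were pooled per genotype, and 1 library was sequenced per genotype. The paper gives the 5-leaf stage for the harvest, and the sample labels give the 4-leaf stage. The authors counted the reads of each miRNA and deposited these counts raw and normalized. The raw values are estimated counts, since reads that fit several miRNAs were divided among them. Of the 2119 miRNA names, 34.6% in WT and 34.7% in *phyB* had a raw count that was not a whole number. The authors' normalized values equal the raw counts times 1 factor per library, 0.931 for WT and 1.07 for *phyB*. A miRNA listed on several precursors was counted once. The deposited raw counts summed to 374133 in WT and 269296 in *phyB*, which were 5.73% and 5.52% of the clean reads of the libraries. osa-miR168a-5p alone took 26.6% (95% Wilson interval 26.5 to 26.7) of the WT sum and 25.3% (25.1 to 25.4) of the *phyB* sum. The median miRNA had 9 reads in WT and 7.5 reads in *phyB*. A test on the reads of 1 library per genotype compares these libraries and not the genotypes, and neither library has a replicate. The paper measured selected miRNAs by qRT-PCR, with biological replicates by its methods, and those values were not used here. Intervals and floors cover counting error only. Hairpin positions are given as the deposited table lists them, and the paper's text does not name the genome release.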

To identify miRNAs involved in phyB-mediated light signaling, two independent small RNA libraries constructed with RNAs from the WT and *phyB* mutant leaves were sequenced. A total of 13,334,846 and 10,941,196 raw reads were generated from the WT and *phyB* mutant libraries, respectively (Table 1). Adaptor sequences and low quality reads were then removed and the remaining reads were aligned to the rice genome database, Rfam and Repeats database to filter out rRNA, tRNA, snoRNA, snRNA, other non-coding RNAs, and repeat sequences. Then, reads could be mapped to rice genome and with length ≥17 nt and ≤ 25 nt were used for further analyses. 

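At the depth of the WT small RNA library, 1014 of the miRNA names had at least 10 raw reads, and in the *phyB* library 912 had at least 10. The 10 most abundant miRNAs together took 64.3% of the miRNA reads in WT and 58.9% in *phyB*. For a miRNA without reads, a count of 0 allows up to 3 reads, which correspond to 0.460 CPM on clean reads in WT and 0.615 CPM in *phyB*.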

In total, there were 6,526,459 and 4,879,984 clean reads in the WT and *phyB* libraries, which corresponded to 1,426,398 and 1,247,304 unique reads respectively, were used for miRNA identification (Table 1).

**Table 1:** **Distribution of reads in the WT and *phyB* mutant small RNA libraries**.

**Libraries**	**WT**				***phyB* mutant**			
	**Total**	**Percentage of total**	**Unique**	**Percentage of unique**	**Total**	**Percentage of total**	**Unique**	**Percentage of unique**
Raw reads	13,334,846	100.00	2,610,417	100	10,941,196	100.00	2,590,954	100.00
3ADT&length filter	4,042,952	30.32	840,931	32.21	3,937,015	35.98	990,677	38.24
Junk reads	24,596	0.18	16,164	0.62	19,064	0.17	14,852	0.57
Reads have hits in Rfam database	1,641,480	12.31	92,158	3.53	1,274,246	11.65	91,631	3.54
mRNA	1,181,063	8.86	241,126	9.24	893,614	8.17	254,119	9.81
Repeats	27,930	0.21	4797	0.18	37,016	0.34	5272	0.20
rRNA	1,048,254	7.86	51,015	0.38	807,246	7.38	50,314	0.46
tRNA	432,784	3.25	22,119	0.17	367,231	3.36	22,898	0.21
snoRNA	29,425	0.22	5643	0.04	15,741	0.14	4877	0.04
snRNA	23,838	0.18	4290	0.03	8476	0.08	3412	0.03
Other Rfam RNA	107,179	0.80	9091	0.07	75,552	0.69	10,130	0.09
Clean reads	6,526,459	48.94	1,426,398	54.64	4,879,984	44.60	1,247,304	48.14

3ADT&length filter: reads removed because 3ADT was not found and lengths were <17 nt or >25 nt.

Junk reads: Junk: ≥2N, ≥7A, ≥8C, ≥6G, ≥7T, ≥10 dimer, ≥6 trimer, or ≥5 tetramer.

Rfam: a database of common non-coding RNA families except microRNA.

Repeats: Prototypic sequences representing repetitive DNA from different eukaryotic species.

There was overlap in the mapping of reads with rRNA, tRNA, snRNA, snoRNA and repeats.

All small RNAs (sRNA) in the WT and *phyB* libraries showed similar size distribution patterns. The length distribution of both total clean reads and unique reads in the two libraries showed that the majority of sRNAs were 21–24 nt long, which corresponded to the typical size range of Dicer-derived products (Figures 1A,B). Size distribution analysis of the total clean reads revealed that 21 nt sRNAs were the most abundant sequences followed by 24 nt sRNAs in both the WT and *phyB* libraries (Figure 1A). However, when redundant sequences were excluded, the size distribution patterns of the sRNAs in the two libraries changed significantly. The 24 nt sRNAs represented the largest number of unique reads generated from the WT and *phyB* libraries, while 21 nt sRNAs were much less abundant (Figure 1B). It was reported that most sRNAs functioning as small interfering RNAs (siRNAs) are 24 nt long (Rajagopalan et al., 2006), the appearance of so many 24 nt sRNAs in both libraries indicated that siRNAs accounted for a large proportion in the sRNA datasets. This phenomenon has also been observed in *Arabidopsis*, rice, *Citrus trifoliata*, *Brassica campestris*, *Solanum lycopersicum*, and *Medicago truncatula* (Rajagopalan et al., 2006; Morin et al., 2008; Moxon et al., 2008; Szittya et al., 2008; Song et al., 2010; Jiang et al., 2014).

**Figure 1:**
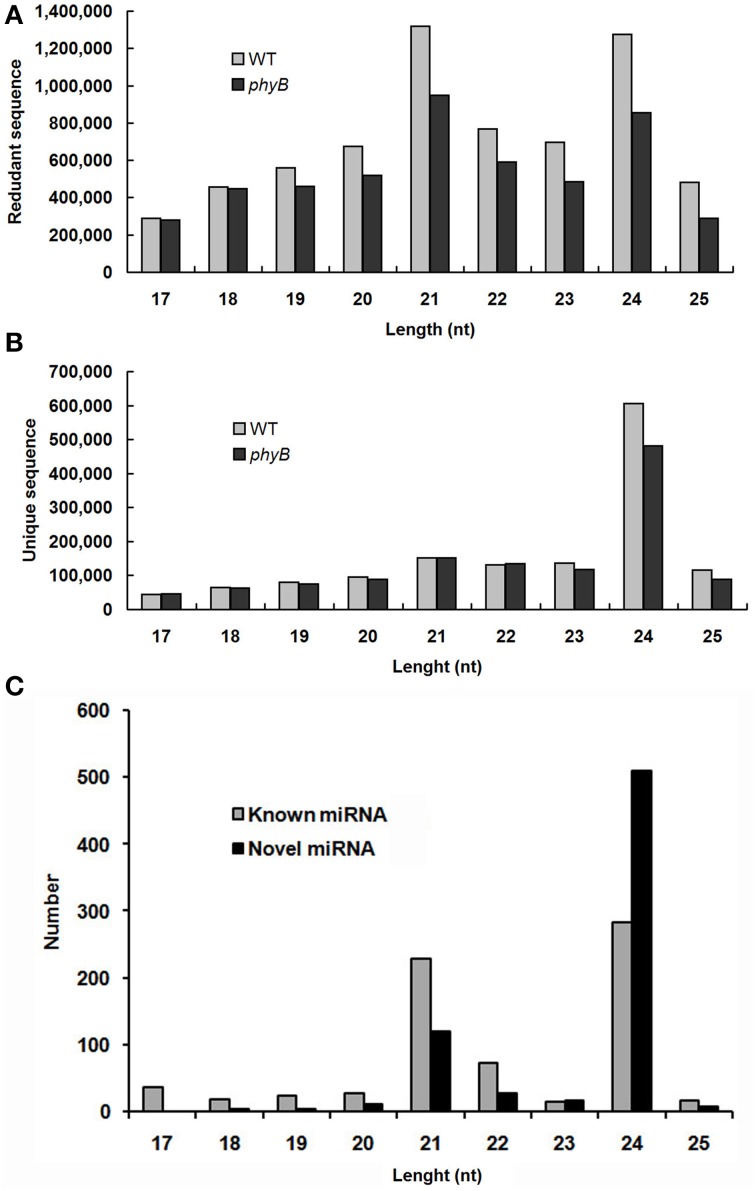
**Size distribution of small RNAs in the WT and *phyB* mutant libraries. (A)** Size distribution of redundant sequences; **(B)** Size distribution of unique sequences; **(C)** Size distribution of known and novel miRNAs identified in this study.

### Identification of known miRNAs in the WT and *phyB* mutant

To identify known miRNAs in the two libraries, all unique sRNA reads with length ≥17 nt and ≤25 nt were compared with rice pre-miRNAs in the miRBase v20.0 database, allowing length changes in the 5′/3′ end of the miRNA and no more than 1 mismatch in the internal sequences. Unique sequences mapping to rice miRNA precursors in miRbase v20.0 were identified as known miRNAs. Known miRNAs include two kinds of miRNAs, one is documented miRNAs in miRBase, the other one is 5p-/3p-derived miRNAs. In this study, if a miRNA that has not previously reported is located on the other arm of one hairpin structure with a documented miRNA, it was regarded as a 5p-/3p-derived miRNA. To distinguish from the documented miRNAs in miRbase, the latter one was named as -p5/-p3 miRNA in this study, as described previously (Ambady et al., 2012; Fang et al., 2013; Yang et al., 2013; Jiang et al., 2014).

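The deposited table holds 2119 miRNA names with 1911 distinct sequences. The table sorts the names into groups by codes that it does not explain, and the groups were assigned to the paper's classes by their content and size. The sizes of the classes are therefore no independent check of the paper's numbers. The group taken as known miRNAs held 720 names from 473 precursors. Documented miRNAs made up 251 of the 720 (34.9%, 95% Wilson interval 31.5 to 38.4), and 469 (65.1%) were p5/p3 miRNAs from the other arm of a hairpin with a documented miRNA. Reads in both libraries were found for 593 of the 720 known miRNAs (82.4%). Another 63 had reads only in WT and 64 only in *phyB*. The documented miRNAs took 71.4% of the miRNA reads in WT and 66.8% in *phyB*, and the p5/p3 miRNAs took 6.73% and 9.10%.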

In total, 720 miRNAs originating from 473 *MIRNA*s, including 251 documented rice miRNAs and 469 p5/p3 miRNAs, were identified from WT and *phyB* mutant libraries (Additional file 2a). 

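Among the documented miRNAs, 137 (54.6%, 95% Wilson interval 48.4 to 60.6) had the sequence given in miRBase. The other 114 (45.4%, 39.4 to 51.6) differed from it at an end or inside the sequence.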

Approximately half of these documented miRNAs (114/251) identified in this study have changes in the 5′/3′ end, or have one mismatches in the internal sequences (Additional file 2a). Different from documented miRNAs detected in this study, most of the p5/p3 miRNAs (283/469) expressed at low levels (the normalized expression value ≤10 in both libraries) (Additional file 2a).

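Normalized values of at most 10 in both libraries were found for 60.3% of the p5/p3 miRNAs (283 of 469, 95% Wilson interval 55.8 to 64.7). Among the documented miRNAs, the share was 37.5% (94 of 251, 31.7 to 43.6). The odds ratio between these classes was 2.54 (Fisher's exact test on numbers of miRNAs, 2-sided, p = 5.7e-09, Benjamini-Hochberg adjusted p = 6.7e-09 over 7 comparisons of miRNA classes). The median raw count of the p5/p3 miRNAs was 4.75 in WT and 4.5 in *phyB*, against 16 and 17 for the documented miRNAs. With raw counts in place of normalized values, 289 p5/p3 miRNAs (61.6%) were at or under 10 in both libraries.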

### Identification of novel miRNAs from the WT and *phyB* mutant

It has been suggested that the formation of a stable hairpin structure is an essential prerequisite to differentiate candidate miRNAs from other sRNAs. Unique reads without matching mature rice miRNAs and/or pre-miRNAs in miRbase and with a normalized expression value ≥10 in either library were used for novel miRNA prediction.

In total, 761 pre-miRNAs corresponding to 704 miRNAs were newly identified in this study (Additional file 2b). Among them, 41 novel miRNAs were orthologs of miRNAs identified in other plant species and 663 novel miRNAs were rice-specific (Additional file 2b). Most of these novel miRNAs could be detected in both WT and *phyB* library except for three novel miRNAs (PC-5p-836050_2, PC-3p-172030_8, PC-3p-123229_14), which were absent in the *phyB* library (Additional file 2b). 

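The 704 newly identified miRNAs were listed with 760 hairpin positions in the deposited table. They took 13.2% of the miRNA reads in WT and 12.5% in *phyB*. The orthologs among them were taken from groups of the table with a normalized value of at least 10 in a library. The table holds another 695 miRNA names, in groups that belong neither to the 720 known nor to the 704 newly identified miRNAs.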

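The 41 orthologs made up 5.82% of the newly identified miRNAs (95% Wilson interval 4.32 to 7.81). The 663 rice-specific miRNAs made up 94.2% (92.2 to 95.7).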

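Reads were found in both libraries for 701 of the 704 newly identified miRNAs (99.6%, 95% Wilson interval 98.8 to 99.9), and none of them lacked reads in WT. PC-5p-836050_2 (chromosome 12, hairpin from 23001792 to 23001888) had 11 raw reads in WT and 0 in *phyB*. This is 3.18-fold lower when the count of 0 is taken as 3 reads. PC-3p-172030_8 (chromosome 11, 4370327 to 4370561) had 11.5 and 0 raw reads, 3.32-fold lower in the same way. PC-3p-123229_14 (chromosome 11, 28725134 to 28725393) had 24 and 0 raw reads, 6.93-fold lower. These values leave out the counting error of the WT reads, and the 95% exact intervals of the log2 fold changes reached up to -1.12, -1.27 and -2.38. Their adjusted p-values between the libraries, from Fisher's exact test with Benjamini-Hochberg adjustment, were 0.0085, 0.0049 and 7.3e-06. With the clean reads of each library as totals, the first 2 rose to 0.021 and 0.012, above the cut-off of 0.01.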

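Newly identified miRNAs of 24 nt numbered 510 of 704 (95% Wilson interval of the share 69.0 to 75.6%). Those of 21 nt numbered 120 (17.0%, 14.4 to 20.0), and those of 22 nt numbered 27 (3.84%). Against the known miRNAs, the odds ratio of 24 nt was 4.08 (Fisher's exact test, adjusted p = 3.4e-36) and that of 21 nt was 0.441 (adjusted p = 1.4e-10). The shares moved most when each miRNA was weighted by its raw reads in both libraries. Weighted in this way, 24 nt miRNAs took 21.2% of the reads of newly identified miRNAs, 21 nt miRNAs took 24.6% and 22 nt miRNAs took 35.7%.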

The length distribution of these novel miRNAs varied from 17 to 25 nt, and 24 nt miRNAs (72.4%) comprised the largest category, followed by 21 nt miRNAs (16.9%) (Figure 1C, Additional file 2b). The secondary hairpin structures of five representative miRNAs were shown in Figure 2. 

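The 7 miRNAs drawn in Figure 2 had few reads, and none of them differed between the libraries in Fisher's exact test (adjusted p from 0.30 to 1). PC-5p-180057_8 and PC-3p-222128_6 each had 15 raw reads in WT and 7.5 in *phyB* (log2 fold change -0.79, 95% exact interval -2.15 to 0.63). PC-5p-69727_33 had 28.5 and 16 raw reads (-0.63, -1.59 to 0.34), and PC-5p-224167_6 had 14 and 9 (-0.43, -1.82 to 0.88). PC-5p-110102_17 had 20.5 and 19.5 raw reads (0.13, -0.76 to 1.18). PC-5p-152796_10 had 19 and 16 (-0.04, -1.10 to 1.00), and PC-3p-112150_16 had 18 and 8 (-0.96, -2.37 to 0.31). The structures themselves were not predicted again.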

Compared with known miRNAs, most of the novel miRNAs were expressed at relative low levels in the two libraries; 450 novel miRNAs (63.9%) had less than 20 reads in both libraries, while only 34 members (4.8%) had more than 100 reads in either of the two libraries. It was reported that new species-specific miRNAs have evolved recently, and they are usually expressed at lower levels than conserved miRNAs (Rajagopalan et al., 2006; Fahlgren et al., 2007; Yao et al., 2007). 

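Of the newly identified miRNAs, 450 (63.9%, 95% Wilson interval 60.3 to 67.4) had under 20 raw reads in both libraries. Among the known miRNAs, 464 of 720 (64.4%, 60.9 to 67.9) were under this number as well (odds ratio 0.977, Fisher's exact test, adjusted p = 0.87). Over 100 raw reads in either library were found for 34 newly identified miRNAs (4.83%, 3.48 to 6.67) and for 110 known miRNAs (15.3%, 12.8 to 18.1), an odds ratio of 0.281 (Fisher's exact test, adjusted p = 7.4e-11). The median raw count of the newly identified miRNAs was 15 in WT and 12 in *phyB*, and that of the known miRNAs was 7 in each. The newly identified miRNAs had been selected by the authors at a normalized value of at least 10 in a library, whereas the known miRNAs had no such minimum. With normalized values in place of raw counts, 461 newly identified miRNAs were under 20 and 32 were over 100. The paper reads the low levels of these miRNAs as those of recently evolved, species-specific miRNAs.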

Our results were in agreement with previous findings.

**Figure 2:**
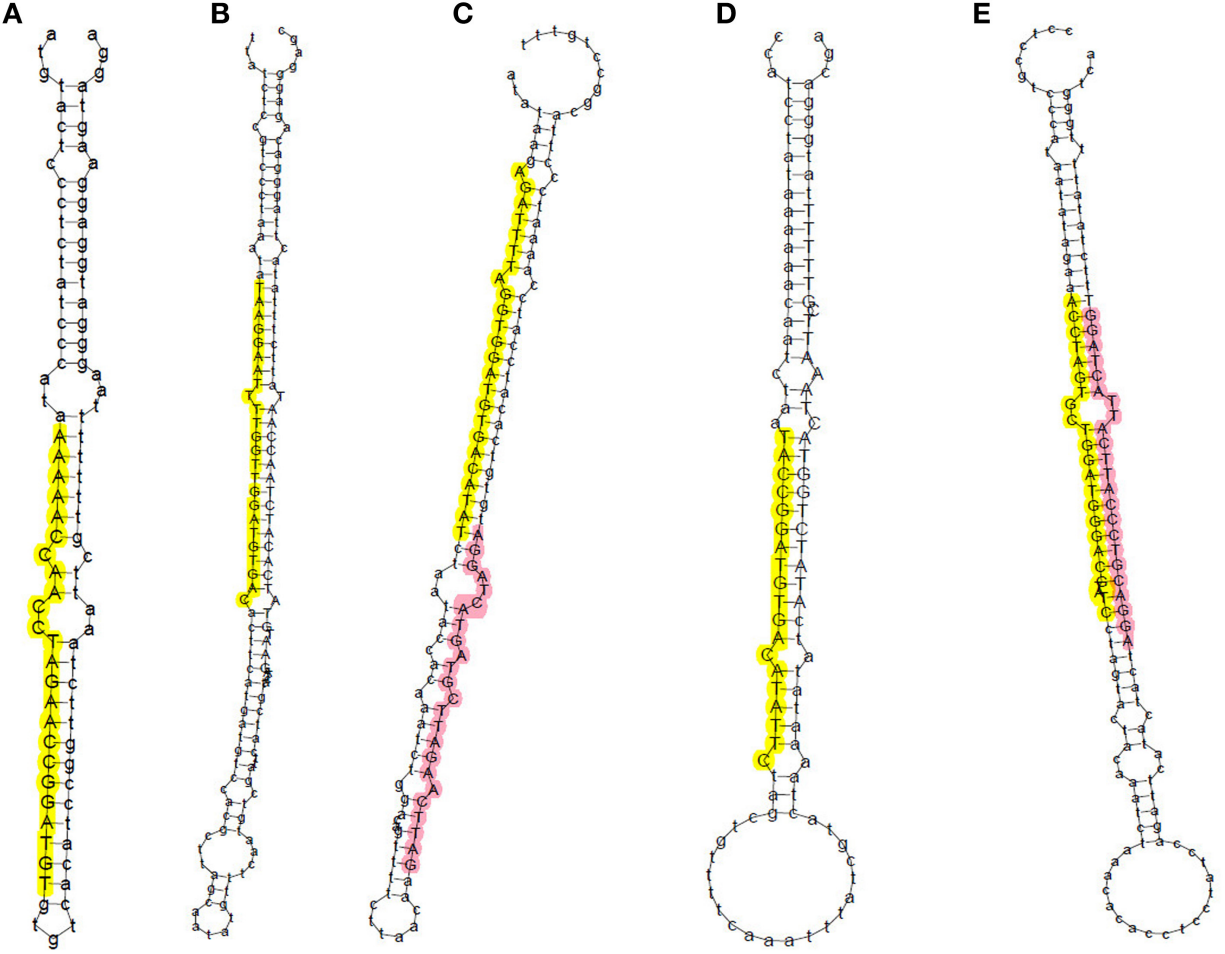
**Prediction of secondary structures of five representative novel miRNAs in rice**. Sequences in yellow and pink represent miRNAs generated from the 5′ and 3′ arm of miRNA precursors, respectively. **(A)** PC-5P-180057_8; **(B)** PC-5p-69727_33; **(C)** PC-5p-224167_6 (yellow) and PC-3p-222128_6 (pink); **(D)** PC-5p-110102_17; **(E)** PC-5p-152796_10 (yellow) and PC-3p-112150_16 (pink).

Furthermore, first nucleotide bias analysis of the known and novel miRNAs showed obviously different results (Additional file 3). 

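The share of miRNAs with A as first nucleotide was higher among the newly identified than among the known miRNAs, with an odds ratio of 2.57 (Fisher's exact test, adjusted p = 8.5e-18). The share with U was lower, with an odds ratio of 0.480 (Fisher's exact test, adjusted p = 1.2e-09).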

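Counted once per miRNA, A was the first nucleotide of 266 of 720 known miRNAs (36.9%, 95% Wilson interval 33.5 to 40.5) and U of 257 (35.7%, 32.3 to 39.3). G was first in 18.3% and C in 9.03%. Among the 704 newly identified miRNAs, A was first in 423 (60.1%, 56.4 to 63.6), U in 148 (21.0%), G in 14.9% and C in 3.98%. Weighted by raw reads, U took 84.2% of the reads of the known miRNAs and A took 7.28%. The shares of the newly identified miRNAs weighted by reads were 60.3% for A and 20.3% for U.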

The first nucleotide of most known miRNAs tends to be uridine (U, 35.70%) and adenosine (A, 36.94%), whereas the novel miRNAs showed a bias for A at the 5′ terminal (60.09%) (Additional file 3). AGO proteins, the main components of the RNA-induced silencing complex (RISC), could bind to small RNAs to slice target genes (Reinhart et al., 2002; Bartel, 2004). It was reported that AGO1 is mainly involved in miRNA-mediated gene silencing pathway and preferentially recruits miRNAs with 5′ terminal U (Mi et al., 2008). However, some of miRNAs with 5′ terminal A, such as miR172, were also loaded into AGO1 (Mi et al., 2008). Thus, these miRNAs without a terminal U may be bound by AGO1 or another AGO protein with a preference for a different terminal nucleotide, as has been found in *Arabidopsis* (Mi et al., 2008).

### Identification of candidate miRNAs involved in phyB-mediated light signaling

To identify miRNAs involved in phyB-mediated light signaling, the differentially expressed miRNAs between the WT and *phyB* libraries were picked out by IDEG6 using fisher's exact test and chi-squared 2 × 2 methods. 

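Fisher's exact test (2-sided) was run on the raw counts of 1163 miRNAs with at least 10 raw reads in at least 1 library, rounded to whole numbers, against library totals in the ratio of the authors' normalization factors. Of these miRNAs, 341 had an unadjusted p under 0.05. The median log2 fold change (*phyB*/WT) of all tested miRNAs was -0.05 with the authors' normalization. It was 0.16 with the clean reads of each library as totals and 0.22 with the sums of the deposited miRNA counts. The median of the 294 tested 21 nt miRNAs was 0.11, at percentile 99.99 of 10000 random lists of tested miRNAs matched on mean expression. The median of the 24 nt miRNAs was -0.17, below every one of these lists.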

To reduce false-positive results, miRNAs with extremely low abundance (less than 10 raw reads in both libraries) were excluded from further study. For the differential expression analysis, fold change ≥2 and *q*-value ≤0.01 were used as cut-offs. As a result, a total of 135 differentially expressed miRNAs were identified, including 97 up-regulated and 38 down-regulated miRNAs in the *phyB* mutant (Additional file 4).

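With a Benjamini-Hochberg adjusted p of at most 0.01 and at least 2-fold change, 100 miRNAs differed between the libraries, 60 higher and 40 lower in *phyB*. Of these, 95 were among the 135 miRNAs of Additional file 4. Another 38 miRNAs of that file were tested and had an adjusted p above 0.01, and 2 had under 10 raw reads in both libraries. At most 3 raw reads in 1 of the libraries were found for 17 of the 100 miRNAs, and under 50 raw reads in both for 32. Grouped by a shared stretch of at least 16 nt, the 100 miRNAs formed 80 clusters. The count moved most in edgeR's exact test with an assumed biological coefficient of variation. At 0.2, 9 miRNAs passed (7 higher and 2 lower), and at 0.4 none passed, with 34 at an unadjusted p under 0.05. The split between higher and lower miRNAs depended on the scaling. It was 77 to 15 with the clean reads as totals and 83 to 13 with the sums of the miRNA counts. The paper takes the miRNAs past its cut-offs as candidates for phyB-mediated light signaling.

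**Figure D1:**
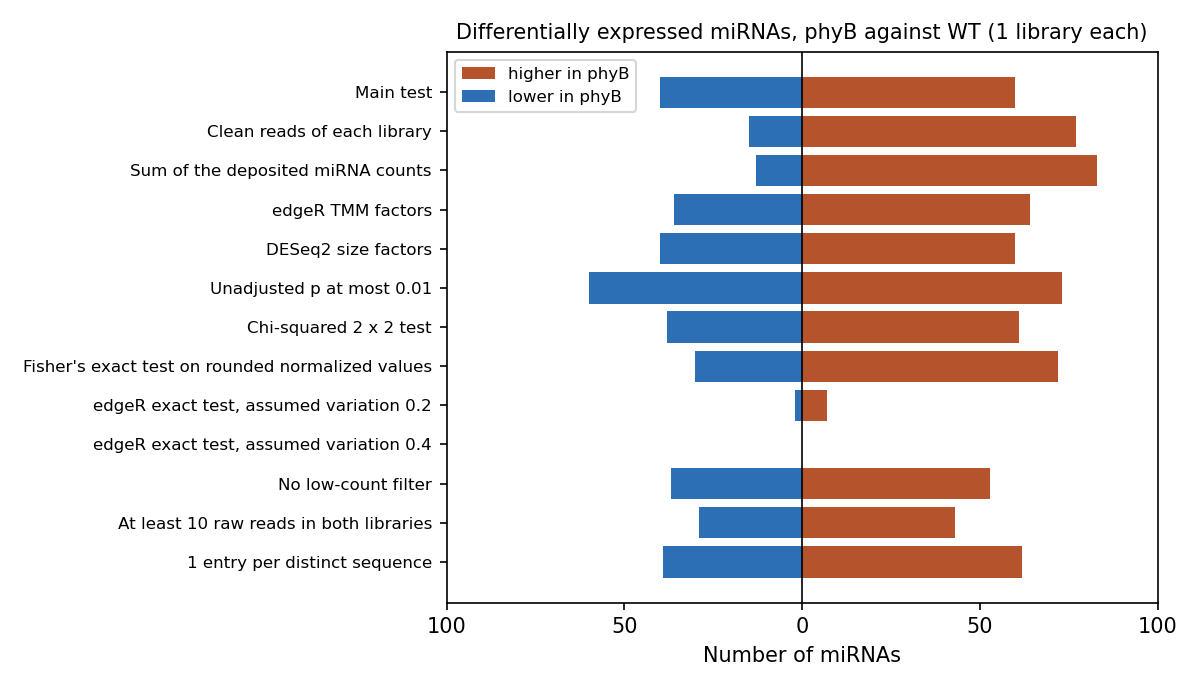
Number of miRNAs with a difference between the *phyB* and WT small RNA libraries (1 library per genotype) under the main test and each alternative set before the data were examined. Bars to the right are miRNAs higher in *phyB*, bars to the left are miRNAs lower in *phyB*. The main test gave 60 and 40, and an assumed variation of 0.4 gave 0.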

Among the up-regulated miRNAs, osa-miR530-5p_R+1 (a miRNA that has one base more than documented osa-miR530 in the 3′-end) was the most abundant miRNA in both libraries, and was up-regulated significantly in the *phyB* mutant (Additional file 4). 

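osa-miR530-5p_R+1 (chromosome 4, hairpin from 8303538 to 8303694, minus strand) had 2341 raw reads in WT and 6880 in *phyB*, the most of the miRNAs called higher in *phyB*. Its normalized values were 2179 and 7390.3, a log2 fold change of 1.76 (95% exact interval from read counts 1.69 to 1.83). It also passed with an assumed variation of 0.2 (log2 fold change 1.76, edgeR's exact test, adjusted p = 0.0046).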

Interestingly, another miRNA that derived from the 3′ arm of pre-*MIR530*, osa-miR530-3p, was also up-regulated significantly in the *phyB* mutant relative to the WT (Additional file 4). However, we have no idea whether both osa-miR530-5p_R+1 and osa-miR530-3p are functional miRNAs in phyB-mediated signaling pathway. 

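osa-miR530-3p, from the same hairpin, had 65 raw reads in WT and 148 in *phyB*. Its log2 fold change was 1.39 (95% exact interval 0.96 to 1.84, Fisher's exact test, adjusted p = 2.2e-10).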

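Among the 12 tested names of the osa-miR169 family, 10 were higher in *phyB*, and their median log2 fold change was 1.57, above every one of 10000 random lists matched on mean expression. The list was not independent of these libraries, since the paper singled the family out on them. None of the tested family members named by the paper changed direction under another scaling. In Fisher's exact test, 4 members were higher and 1 was lower. osa-miR169i-3p had 82.5 raw reads in WT and 220 in *phyB* (log2 fold change 1.62, adjusted p = 4.1e-19). osa-miR169r-3p had 8 and 30 raw reads (2.11, adjusted p = 0.00054), and osa-miR169r-5p_R+1 had 9 and 52 (2.74, adjusted p = 7.1e-09). osa-MIR169k-p3 had 2 and 15 raw reads (adjusted p = 0.0060, and 0.011 without a low-count filter). It was 5.77-fold higher against 3 reads, and counting error allows less, with an exact interval of the log2 fold change from 1.01. osa-miR169h had 3.59 and 11.68 raw reads, a log2 fold change of 1.91 with an interval from 0.07 to 3.88, and did not pass (adjusted p = 0.10). osa-MIR169a-p3 had 720 and 267.5 raw reads, and fell by 1.22 on the log2 scale (adjusted p = 6.1e-34). With the sums of the miRNA counts as totals it fell by 0.95, under the 2-fold cut-off.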

Five members of the osa-miR169 family (osa-miR169h, osa-miR169i-3p, osa-miR169k-p3, osa-miR169r-3p, osa-miR169r-5p_R+1) were also up-regulated in the *phyB* mutant, whereas osa-miR169a-p3 was down-regulated significantly in the *phyB* mutant (Additional file 4), which suggests they may have distinct and common functions in phyB-mediated processes. Additionally, 51 novel miRNAs were up-regulated significantly in the *phyB* mutant (Additional file 4). 

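Of the 60 miRNAs higher in *phyB*, 31 were known miRNAs and 29 were not, of which 7 were rice-specific. Of all 100 miRNAs that differed, 23 were names that belong neither to the known nor to the newly identified miRNAs. The largest increases rested on few reads. ath-miR156g had 1 raw read in WT and 14 in *phyB*, 5.39-fold higher against 3 reads, and sof-miR408e_L-1R+2_1ss9AC had 1 and 12, 4.62-fold higher. The known miRNAs osa-miR167a-3p_R-1 and osa-miR1874-3p also had 1 and 14 raw reads each. ppt-MIR894-p5_1ss1TG had 2 and 20 raw reads, 7.69-fold higher against 3 reads. Counting error leaves room for smaller changes, since the 95% exact intervals of the log2 fold changes of ath-miR156g, sof-miR408e_L-1R+2_1ss9AC and ppt-MIR894-p5_1ss1TG began at 1.30, 1.03 and 1.49. With the clean reads of each library as totals, 39 miRNAs that were not known were higher in *phyB*.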

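Of the 40 miRNAs lower in *phyB*, 19 were known and 21 were not, of which 12 were rice-specific. The number of miRNAs that were not known fell to 8 with the clean reads of each library as totals and to 7 with the sums of the miRNA counts. osa-miR164e fell from 509.8 raw reads in WT to 67.6 in *phyB* (log2 fold change -2.71, 95% exact interval -3.09 to -2.33, Fisher's exact test, adjusted p = 8.3e-70).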

The down-regulated miRNAs consisted of 21 known miRNAs and 17 novel miRNAs (Additional file 4). Compared with the WT, the novel miRNA PC-5p-99377_20 showed the highest down-regulation fold change in the *phyB* mutant. 

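PC-5p-99377_20 (chromosome 7, hairpin from 29568632 to 29568790) had 21 raw reads in WT and 1 in *phyB*. Taken against 3 reads, it was 6.07-fold lower (Fisher's exact test, adjusted p = 0.00036). The 95% exact interval of its log2 fold change ran from -9.56 to -1.55, which leaves room for a smaller fall. Of the other large decreases, osa-MIR171b-p5 had 23 and 3 raw reads (interval -5.11 to -1.01). PC-5p-282936_6 had 19 and 2 raw reads, 5.49-fold lower against 3 reads (-6.19 to -0.99), and osa-MIR2876-p5 had 17 and 1, 4.91-fold lower (-9.27 to -1.21). PC-3p-251156_5 had 11 and 0.5 raw reads, 3.18-fold lower against 3 reads, and its interval reached up to -1.12. Read counts this low do not order these miRNAs by fold change.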

Five gma-miR4995 orthologous and new 5p strand miRNAs were down-regulated significantly in the *phyB* mutant (Additional file 4).

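The table lists 9 gma-miR4995 names, of which 7 were tested and 5 passed in Fisher's exact test. Of these 5, 4 are listed in Additional file 4. Their log2 fold changes were -1.23 for gma-miR4995_L-2R+3 (1272 raw reads in WT and 471.5 in *phyB*), -1.19 for gma-MIR4995-p5_1ss20GC, -1.13 for gma-miR4995_R+3, -1.11 for gma-MIR4995-p5_1ss18GC and -1.06 for gma-miR4995_L-1R+3 (872 and 363 raw reads). The 5 sequences overlap and form the largest cluster among the called miRNAs. Their changes lay near the 2-fold cut-off. With the clean reads as totals, 4 of the 5 fell short of it, and with the sums of the miRNA counts all 5 did, at log2 fold changes of -0.96 and smaller in size.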

### Validation of miRNA expression by qRT-PCR

To verify the differential expression patterns of the miRNAs found in this study, 15 miRNAs including three novel and 12 known miRNAs were randomly selected for qRT-PCR analysis. Although most of the novel miRNAs were found to be expressed at relative low levels in the high-throughput sequencing, expression of all the three novel miRNAs was detected by qRT-PCR, highlighting the wide detection range of high-throughput sequencing. As shown in Figure 3, the expression patterns of most selected miRNAs detected by qRT-PCR were consistent with the sequencing data, such as osa-miR167a-5p, osa-miR169h, osa-miR2879, osa-miR530-5p_R+1, osa-miR1428e-3p. However, a discrepancy was also observed between the two detection methods; the expression of PC-5p-48301_53 was slightly down-regulated in the *phyB* mutant in qRT-PCR analysis whereas it was significantly down-regulated according to the sequencing data (Figure 3). This discrepancy probably caused by two reasons. 

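In the sequencing data of Figure 3, osa-miR167a-5p had 167.1 raw reads in WT and 414.7 in *phyB* (log2 fold change 1.52, 95% exact interval 1.26 to 1.79, Fisher's exact test, adjusted p = 2.4e-32). osa-miR1428e-3p had 230.2 and 832.5 raw reads (2.06, 1.85 to 2.28, adjusted p = 1.6e-98). osa-miR2879 had 68 and 27 raw reads (-1.13, -1.83 to -0.46, adjusted p = 0.0032), and its adjusted p was 0.028 with the clean reads as totals. Of the other miRNAs in the figure, osa-miR168a-5p (-0.34) and osa-miR166a-3p (-0.86) changed less than 2-fold. PC-5p-2349_662 also changed less than 2-fold, with 467 and 501.5 raw reads (0.31, 0.13 to 0.50, Fisher's exact test, adjusted p = 0.0059). PC-5p-115222_16 had 15.5 and 5 raw reads (-1.43, -3.27 to 0.04) and did not pass in Fisher's exact test (adjusted p = 0.16). osa-miR166b-5p had 184.75 and 57.33 raw reads (-1.48, -1.95 to -1.06, Fisher's exact test, adjusted p = 5.6e-12). sbi-miR156e_R+1_1ss14CT had a log2 fold change of 1.81 (1.12 to 2.60), and cme-miR530a had 1.28 (0.07 to 2.61) with 9 and 19 raw reads and did not pass (Fisher's exact test, adjusted p = 0.13). The qRT-PCR values were not used here.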

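PC-5p-48301_53 (chromosome 11, hairpin from 15289140 to 15289293) had 55 raw reads in WT and 17.5 in *phyB*. Its log2 fold change was -1.45 with a 95% exact interval from -2.26 to -0.61 (Fisher's exact test, adjusted p = 0.0013). With the clean reads of each library as totals, its adjusted p was 0.012.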

Firstly, the sensitivity and specificity of the two methods are different. For a certain miRNA, qRT-PCR is probably more accurate. Secondly, we had no replicates to ensure the accuracy of the sequencing results. Overall, the results indicated that high-throughput sequencing was a powerful tool for discovering novel and differentially expressed miRNAs.

**Figure 3:**
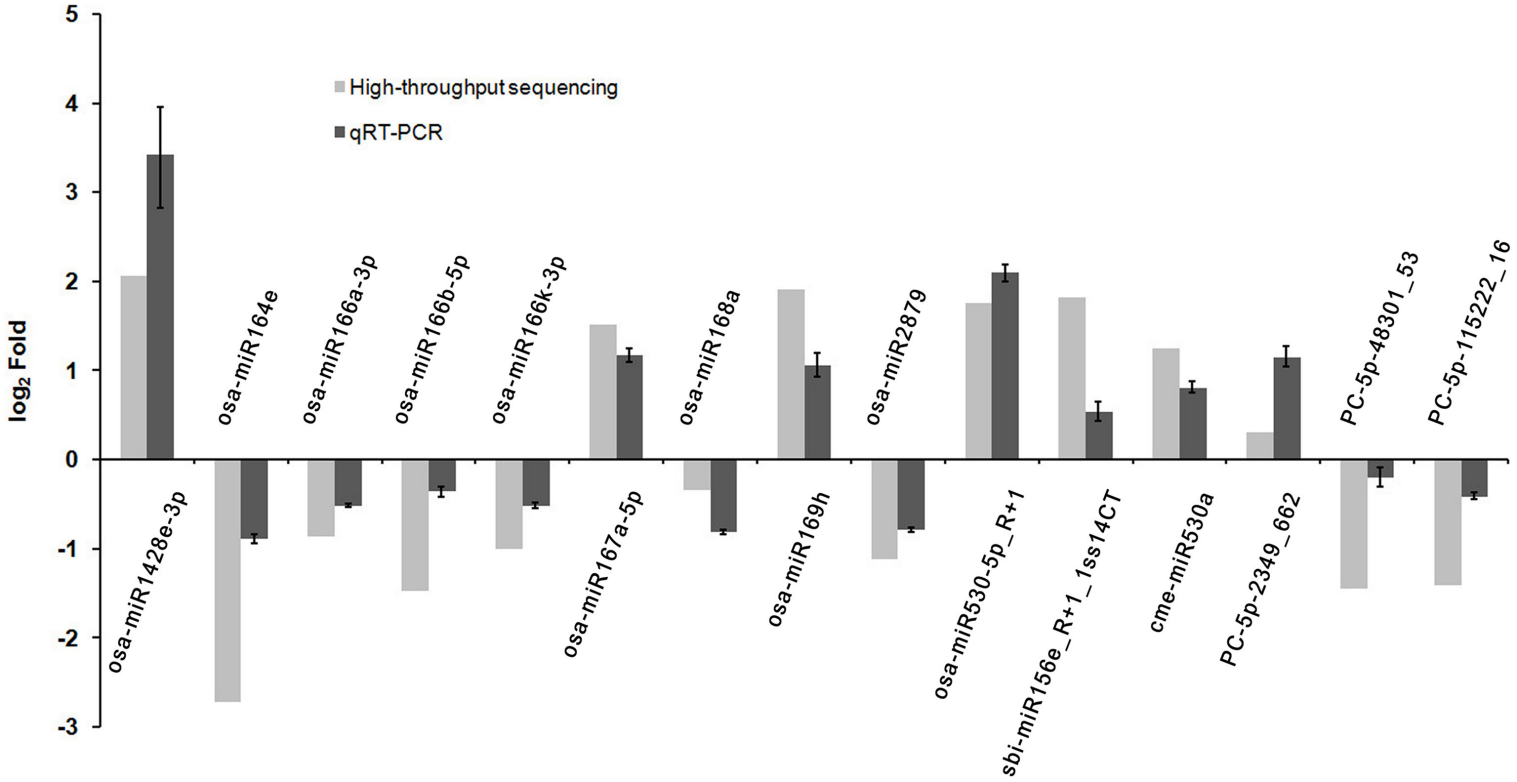
**Validation the expression of miRNAs identified from high-throughput sequencing by qRT-PCR**. Total RNAs were isolated from the fourth leaves of the WT and *phyB* mutant at the five-leaf stage. Expression of miRNAs was determined by qRT-PCR. 5.8s rRNA was used as a normalization control. Bars indicate the SD across three PCR reactions. For both high-throughput sequencing and qRT-PCR, the expression value of each miRNA in WT was set to 1, and its expression value in *phyB* mutant was calculated based on this criterion. The ratio of *phyB*/WT was log2 transformed to draw the histogram.

### Identification of targets of miRNAs by degradome sequencing analysis in rice

With the development of high-throughput sequencing, several methods have been established to monitor RNAs that are in the process of being degraded. Degradome sequencing is one of these high-throughput sequencing-based methods, which can identify multiple miRNA cleavage targets genome-wide in a short time (Ma et al., 2010). Therefore, we performed degradome sequencing to identify the potential cleaved mRNAs in the WT and *phyB* mutant. 

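The degradome libraries were made from the fourth leaves of WT and *phyB* plants, with 1 library per genotype. As for the small RNA, the paper states the 5-leaf stage and the sample labels the 4-leaf stage, with leaves of 4 plants mixed per sample. Degradome sequencing reads the 5' ends of uncapped mRNA fragments, so that reads at a predicted cleavage site count the fragments that start there. The authors deposited 113229 predicted miRNA-transcript pairs with an alignment score of at most 4, a mismatch penalty in which lower is better. Cleavage-site signal was deposited as tpb, reads scaled to a fixed library size. A single read that fits 1 position is worth 113 tpb in WT and 63.6 tpb in *phyB*, and reads that fit several positions were divided among them. Reads at the cleavage site were found for 8881 pairs (7.84%). The mutated gene *PHYB* has 3 predicted pairs. Only 1 of them was detected, with 1 read in WT and 0 in *phyB*, which is too few to check the labels. Counts of reads between these libraries have no replicate check.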

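The *phyB* degradome library held 1.78 times as many raw reads as the WT library. A site with the same share of reads in both libraries is therefore detected more often in *phyB*.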

Compared with the WT library, more raw reads were obtained from the *phyB* mutant library (8,853,077 raw reads in WT library; 15,733,668 raw reads in *phyB* mutant library) (Additional file 5). Reads less than 15 nt after removing the 3′ adaptor were then eliminated, and the remaining raw reads were aligned to the rice genome database. As a result, 8,808,065 and 15,647,788 mappable reads corresponding to 35,328 and 36,072 transcripts were obtained from the WT and *phyB* libraries, respectively (Additional file 5).

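The reads mapped to transcripts numbered 7857215 in WT and 14307837 in *phyB* in Additional file 5. At the detected cleavage sites of the deposited table, 58.6% of the 8881 pairs (95% Wilson interval 57.6 to 59.7) had a number of reads that was not whole.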

It was reported that the 5′ terminal nucleotides of miRNA-cleaved mRNA fragments should correspond to the tenth nucleotide of miRNA complementary sites (Llave et al., 2002; Kasschau et al., 2003). Thus, mapping degradome reads by their 5′-ends should produce a distinct peak at the cleavage site of targeted transcript. The targets of the known and novel miRNAs were identified by the CleaveLand pipeline (Addo-Quaye et al., 2009a,b) and ACGT101-DEG program (LC Sciences, Houston, TX, USA). The transcript abundance was plotted for each transcript and the sliced targets were grouped into five categories according to the relative abundance of tags at the target sites as previously described (Figure 4) (Yang et al., 2013). Both known and novel targets were observed in five categories based on t-plot analysis (Figure 4). 

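Several pairs shown in Figure 4 had few reads at the cleavage site. LOC_Os05g05800, paired with osa-miR393a, had 11 reads in WT and 24 in *phyB*. LOC_Os02g04680, paired with osa-miR156a, had 7 and 9 reads, and LOC_Os02g07780 had 1.5 and 1. LOC_Os08g37670, paired with osa-miR408-3p, had 29 and 62 reads. LOC_Os06g37150 and LOC_Os08g04310, paired with osa-miR528-5p, had 2 and 1 reads in WT and 0 in *phyB*. LOC_Os11g24070, paired with the rice-specific PC-5p-48672_55, had 0.667 reads in each library. For the 4755 detected pairs of known and newly identified miRNAs, reads were counted as the smallest whole number that gives the deposited value. By this count, 2403 (50.5%, 95% Wilson interval 49.1 to 52.0) had a single read over both libraries, and 625 (13.1%) had at least 10. The true numbers of reads can be higher, so the first share is an upper bound and the second a lower bound.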

A total of 1957 genes (2893 transcripts) were identified as targets of 254 known and 86 novel miRNAs in the two libraries (Additional file 6). Of these identified targets, 700 genes (1013 transcripts) were found in both libraries, 510 genes (776 transcripts) were found only in the WT library, and 747 genes (1104 transcripts) were found only in the *phyB* library (Additional file 6). 

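The miRNAs counted here are the groups of the deposited table that give the paper's numbers of miRNAs and target transcripts, so these numbers are no independent check. Reads at a cleavage site were found for 1956 genes (2893 transcripts), paired with 340 miRNAs, of which 254 were named for rice and 86 for other species or as rice-specific. These genes were unevenly spread over the miRNAs. The 59 miRNAs of at most 18 nt made up 72.3% of the 4755 pairs, and 1572 genes (80.4%, 95% Wilson interval 78.5 to 82.1) were reached only by them. osa-MIR5484-p5_1ss3TG, a miRNA of 17 nt with 0.5 raw reads in the WT and 0 in the *phyB* small RNA library, alone reached 565 genes. osa-MIR5082-p5_1ss3CG, also of 17 nt, had 2.5 and 7 raw reads and reached 460. The number of genes moved most among the alternatives when only miRNAs with a normalized value of at least 10 in a library were kept, to 290 genes. This limit was chosen after seeing the data. With at least 2 reads at the cleavage site, 840 genes were found.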

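With any signal at the cleavage site, which takes at least 1 whole read, 699 genes (1013 transcripts) were found in both libraries, 510 genes (776 transcripts) only in WT and 747 genes (1104 transcripts) only in *phyB*. When the *phyB* reads were thinned at random to the depth of the WT library, in 100 draws, the genes found only in *phyB* numbered 500.4 ± 13.8 on average (SD over draws) and those found only in WT 633.2 ± 8.07. With at least 2 reads at the cleavage site, 284 genes were found in both libraries, 129 only in WT and 427 only in *phyB*. Both limits and the thinning use the smallest whole number of reads that gives the deposited value. The reads printed for single sites are divided among the positions they fit, and can be under 1 at a site that counts as found.

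**Figure D2:**
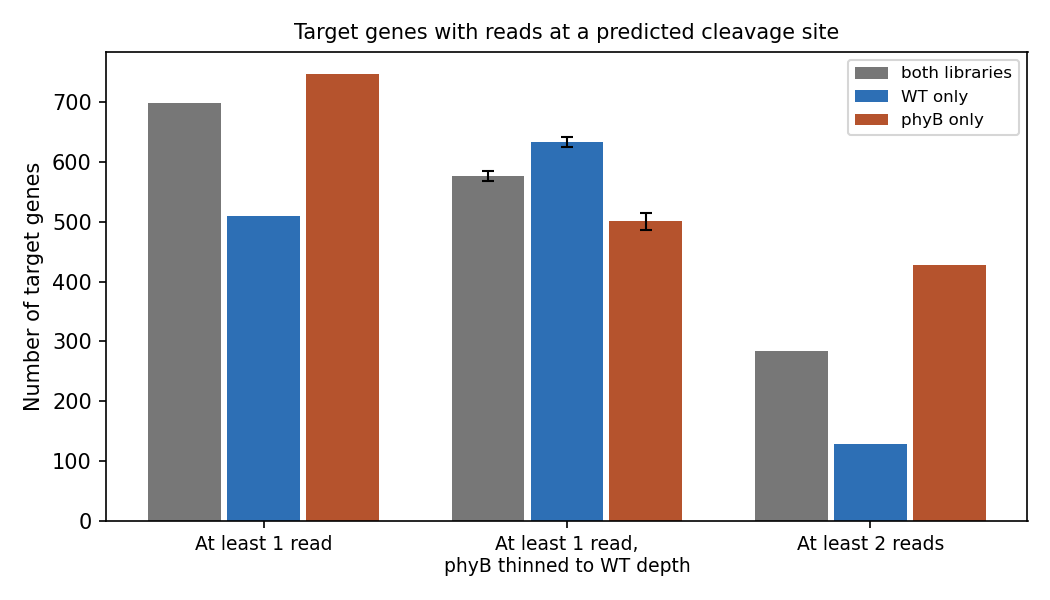
Number of target genes with reads at a predicted cleavage site in both libraries, only in WT and only in *phyB* (1 degradome library per genotype). Groups of bars show at least 1 read, at least 1 read after thinning *phyB* to the WT depth (mean of 100 draws, error bars SD over draws) and at least 2 reads. After thinning, the genes found only in *phyB* fell from 747 to 500.4.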

GO analyses were then used to identify enriched GO terms among these predicted targets (Additional file 7). In the dataset of targets found in both libraries, photosynthesis was the most over-represented GO term (Additional file 7a), indicating miRNAs might regulate photosynthetic processes by slicing their corresponding targets. In addition, genes involved in stress responses and translation regulation were also over-represented in the dataset of targets found in both libraries (Additional file 7a). Similarly, these two GO terms were also enriched in the dataset of targets found only in the *phyB* library (Additional file 7b). However, few GO terms were enriched in the dataset of targets found only in the WT library (Additional file 7c).

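The GO terms in the deposited table assign photosynthesis to 32 of the 699 genes found in both libraries (4.58%, 95% Wilson interval 3.26 to 6.39). The shares were 8 of 510 (1.57%, 0.797 to 3.06) for WT only and 10 of 747 (1.34%, 0.729 to 2.45) for *phyB* only. The odds ratio of both against WT only was 3.01, and that of both against *phyB* only was 3.54 (Fisher's exact test on genes, adjusted p = 0.0098 and 0.0022 over 9 comparisons). Among 18910 genes with a predicted but undetected site, 0.444% had the term. In genes reached by miRNAs of at least 19 nt, a limit chosen after seeing the data, the odds ratios were 0.229 and 0.553. From the position of this term, the paper proposes that miRNAs might regulate photosynthesis by slicing their targets.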

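Response to stress was assigned to 122 of the 699 genes found in both libraries (17.5%, 95% Wilson interval 14.8 to 20.4). Among genes found only in WT the share was 11.6% (59 of 510), an odds ratio of 1.62 for both against WT only (Fisher's exact test, adjusted p = 0.012). With miRNAs of at least 19 nt this odds ratio was 0.679. Translation was assigned to 36 of the 699 genes (5.15%, 3.74 to 7.05) and to 24 of 510 genes found only in WT (4.71%), an odds ratio of 1.10 (Fisher's exact test, adjusted p = 1). Genes with a predicted but undetected site had shares of 9.82% for stress and 1.69% for translation.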

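Among the 747 genes found only in *phyB*, 88 (11.8%, 95% Wilson interval 9.66 to 14.3) had the stress term and 36 (4.82%, 3.50 to 6.60) had the translation term. Against the genes found only in WT, the odds ratios were 1.02 and 1.03 (Fisher's exact test, adjusted p = 1 for each). They were 0.884 and 0.562 with miRNAs of at least 19 nt. Among genes with a predicted but undetected site, 9.82% had the stress term and 1.69% the translation term. This comparison was not tested.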

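The WT-only set was the smallest set of target genes at the sequenced depth, with 510 genes. Its shares of the photosynthesis, stress and translation terms differed from those of the *phyB*-only set by less than the width of their 95% Wilson intervals. The photosynthesis odds ratio of *phyB* only against WT only was 0.851 (Fisher's exact test, adjusted p = 1). With the *phyB* reads thinned to the WT depth, the WT-only set was the largest, with 633.2 genes on average. The set found in both libraries then had 575.8 genes and the *phyB*-only set 500.4. The full term lists of the paper's GO analysis were not recomputed here.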

**Figure 4:**
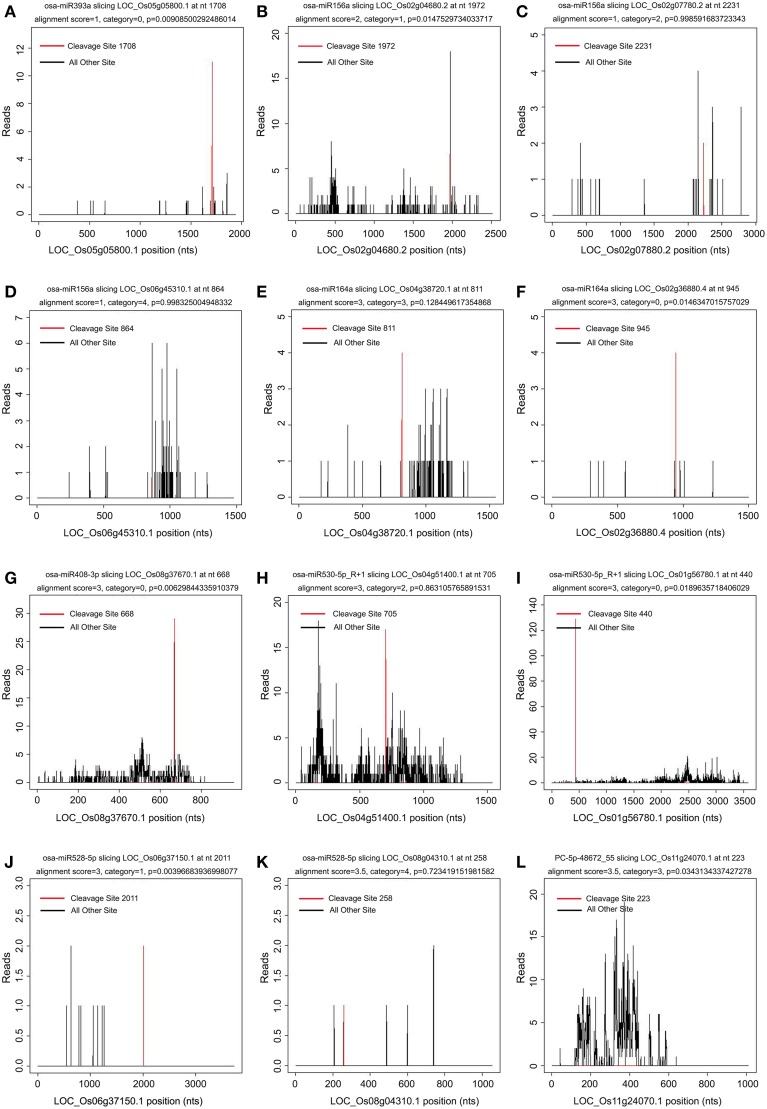
**Target plot (t-plot) of known and novel targets in different categories confirmed by degradome sequencing**. The distribution and abundance of the degradome tags along the full length of the target transcripts were shown. Black lines correspond to cleavage products, and the red line corresponds to the cleavage site predicted to be a microRNA recognition site. The categories were based on the relative abundance of the tags at the target sites. **(A–F)** t-plot of known targets cleaved by known miRNAs in the five different categories (0, 1, 2, 3, 4). **(G–L)** t-plot of novel targets in the five categories.

In general, most miRNAs can cleave two or more target genes. Consistent with this, a large number of miRNAs (216/340, 63.5%) identified in this study were predicted to have more than one target (Additional file 6). For example, osa-miR156a was predicted to slice eight genes, including six genes encoding squamosa promoter-binding protein-like (SBP domain) transcription factor family proteins, one gene encoding O-methyltransferase, and one gene with unknown function. In addition, miRNAs in one family were found to slice the same targets. 

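More than 1 target gene was found for 211 of the 340 miRNAs with targets (62.1%, 95% Wilson interval 56.8 to 67.1), and the median was 2 genes per miRNA. With at least 2 reads at the cleavage site it was 139 of 238 miRNAs (58.4%), and among miRNAs of at least 19 nt it was 157 of 281 (55.9%). Both alternatives were chosen after seeing the data.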

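Of the 8 genes with reads at an osa-miR156a site, 6 were annotated as squamosa promoter-binding proteins, and 4 genes had reads in both libraries. The most reads were found at LOC_Os02g04680, with 7 in WT and 9 in *phyB* at an alignment score of 2. The O-methyltransferase gene LOC_Os12g25490 (alignment score 4) had 2 and 5 reads. LOC_Os03g63040, which has no annotation, had 1 read in WT and 0 in *phyB*. Another 3 of the squamosa promoter-binding genes, LOC_Os01g69830, LOC_Os07g32170 and LOC_Os09g32944, had at most 1 read over both libraries.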

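At LOC_Os02g36880 (NAC domain containing protein 100), 4 osa-miR164 names shared 1 cleavage site with 0.8 reads in WT and 1.2 in *phyB*, numbers that arise where reads fit several positions. In the small RNA libraries, osa-miR164a had 1596 and 804.2 raw reads, a log2 fold change of -0.78. osa-miR164d had 307.6 and 119.9 raw reads and fell by 1.15 on the log2 scale, and by 0.94 with the clean reads as totals. osa-miR164c had 2.75 and 0 raw reads.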

A gene encoding a NAC domain protein (LOC_Os02g36880) was predicted to be sliced by the osa-miR164 family (osa-miR164a/c/d/e). 

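LOC_Os12g42400 (nuclear factor Y, subunit A10) had 2 reads in WT and 1.33 in *phyB* at a cleavage site, after division among positions. Before division, the osa-miR169h site had 6 and 4 reads. The divided reads were the same for 5 osa-miR169 names, mes-miR169r and osa-MIR1430-p5. Since the reads are the same for all of them, they do not tell which miRNA made the cut. osa-MIR1430-p5 had 30 raw reads in the WT and 81 in the *phyB* small RNA library (log2 fold change 1.64, 95% exact interval 1.02 to 2.30). osa-miR169b had 5.33 and 5.67 raw reads, osa-miR169f.1_R-1 had 10.39 and 17.78, and osa-miR169n had 3 and 1.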

Interestingly, a gene encoding a nuclear transcription factor Y subunit (LOC_Os12g42400) was found to be sliced by not only the osa-miR169 family (osa-miR169b/f/h/n/r), but also by osa-MIR1430-p5, which originates from the same loci as osa-miR1430 (Additional file 6).

The targets of the novel rice-specific miRNAs were also identified by degradome sequencing analysis (Table 2). 

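In the WT degradome library, 14 genes (15 transcripts) had reads at sites of 12 rice-specific miRNAs. The most reads were 2, at LOC_Os01g73250 with PC-5p-6540_314 (alignment score 4). LOC_Os07g49480 with PC-5p-452526_3 had the lowest alignment score in WT, 1.5, with 1 read.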

Fourteen target genes (15 transcripts) of 12 novel rice-specific miRNAs were identified in the WT library. However, the reliability of the predicted target genes was low; 11 of them fell into category 4, the rest fell into category 3 (Table 2) (Yang et al., 2013). 

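Of the 15 pairs of rice-specific miRNAs and transcripts with reads in WT, 14 (93.3%, 95% Wilson interval 70.2 to 98.8) had at most 1 read. The categories of these sites were not used here.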

The number of target genes found in the *phyB* mutant library was similar to that identified in the WT library, but their reliability was higher. 

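In the *phyB* library, 14 genes (20 transcripts) had reads at sites of 15 rice-specific miRNAs. Of the 25 pairs, 21 (84%, 95% Wilson interval 65.3 to 93.6) had at most 1 read. The share of pairs with at most 1 read differed from that of WT by less than the width of these intervals.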

Four targets cleaved by four novel rice-specific miRNAs in the *phyB* library belonged to categories 0 and 2, respectively (Table 2 and Additional file 6). 

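The most reads at a rice-specific site in *phyB* were 3, at both transcripts of LOC_Os02g40870 with PC-5p-84112_25 (alignment score 2). LOC_Os04g32340 with PC-5p-804152_2 and LOC_Os01g40420 with PC-5p-818018_4 had 2 reads each. None of these 3 genes had reads at the site in WT.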

In total, 24 genes (30 transcripts) were found to be sliced by 24 novel rice-specific miRNAs in the two libraries (Table 2). 

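In both libraries together, 37 pairs joined 24 genes (30 transcripts) and 24 rice-specific miRNAs, which are 3.62% (95% Wilson interval 2.44 to 5.33) of the 663 rice-specific miRNAs. Reads were found in both libraries for 4 of the 24 genes. The detected pairs were 8.67% (6.35 to 11.7) of the 427 predicted pairs of rice-specific miRNAs, and 6.65% of the predicted pairs of all known and newly identified miRNAs were detected.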

The annotations of these target genes indicated that they might be involved in the regulation of multiple biological processes, such as transcription, transport, carbohydrate metabolism, and protein degradation.

**Table 2:** **Targets of novel rice-specific miRNAs identified by degradome sequencing**.

**miR_name**	**Target (transcript)**	**Annotation**	**Alignment score**	**Cleavage site**	**Reads at cleavage site (tpb) (WT)**	**Reads at cleavage site (tpb) (*phyB*)**	**Category (WT)**	**Category (*phyB*)**
PC-5p-35252_76	LOC_Os01g34200.2	Apoptosis antagonizing transcription factor	4	806	0	31.78		4
PC-5p-35252_76	LOC_Os01g34200.1	Apoptosis antagonizing transcription factor	4	814	0	31.78		4
PC-5p-3668_482	LOC_Os07g30690.1	indole-3-acetate beta-glucosyltransferase	2.5	1926	56.48	0	4	
PC-5p-3668_482	LOC_Os03g08530.1	Alanine aminotransferase 2	3	2066	56.48	0	4	
PC-5p-424321_3	LOC_Os06g38210.2	Expressed protein	4	609	112.96	0	4	
PC-5p-444516_3	LOC_Os06g50146.1	Calcium-dependent protein kinase CPK1 adapter protein 2	4	1391	112.96	0	4	
PC-5p-452526_3	LOC_Os07g49480.2	Kinase interacting protein 1	1.5	4243	112.96	0	4	
PC-5p-452526_3	LOC_Os03g12620.2	O-Glycosyl hydrolases family 17 protein	4	1764	56.48	0	4	
PC-5p-452526_3	LOC_Os03g12620.1	O-Glycosyl hydrolases family 17 protein	4	1776	56.48	0	4	
PC-5p-45977_56	LOC_Os03g12620.2	O-Glycosyl hydrolases family 17 protein	2	1750	0	63.56		2
PC-5p-45977_56	LOC_Os03g12620.1	O-Glycosyl hydrolases family 17 protein	2	1762	0	63.56		2
PC-5p-47661_56	LOC_Os09g39910.2	ABC transporter	4	2264	0	21.19		4
PC-5p-47661_56	LOC_Os09g39910.3	ABC transporter	4	2351	0	21.19		4
PC-5p-47661_56	LOC_Os09g39910.1	ABC transporter	4	2289	0	21.19		4
PC-5p-48672_55	LOC_Os11g24070.1	Lipid transfer protein 12	3.5	223	75.30	42.37	3	3
PC-5p-553057_2	LOC_Os09g12230.1	Ubiquitin-conjugating enzyme 28	3.5	1006	0	21.19		3
PC-5p-553057_2	LOC_Os02g43560.1	WRKY family transcription factor	3.5	2743	0	7.94		4
PC-5p-58861_41	LOC_Os09g32940.2	Expressed protein	2	1683	0	63.56		4
PC-5p-6540_314	LOC_Os01g73250.1	Abscisic stress-ripening	4	1127	255.91	63.56	3	4
PC-5p-68238_35	LOC_Os03g12620.2	O-Glycosyl hydrolases family 17 protein	0	1750	0	63.56		2
PC-5p-68238_35	LOC_Os03g12620.1	O-Glycosyl hydrolases family 17 protein	0	1762	0	63.56		2
PC-5p-69000_33	LOC_Os03g12620.2	O-Glycosyl hydrolases family 17 protein	2.5	1750	0	63.56		2
PC-5p-69000_33	LOC_Os03g12620.1	O-Glycosyl hydrolases family 17 protein	2.5	1762	0	63.56		2
PC-5p-69222_34	LOC_Os09g32940.2	expressed protein	4	1683	0	63.56		2
PC-5p-79829_27	LOC_Os09g30454.1	OsWAK87 - OsWAK receptor-like protein kinase	4	1193	45.18	25.42	3	3
PC-5p-804152_2	LOC_Os04g32340.1	RNA-binding motif protein	3	3732	0	127.11		2
PC-5p-818018_4	LOC_Os01g40420.2	Cystathionine beta-synthase (CBS) protein	4	644	0	127.11		0
PC-5p-838756_2	LOC_Os03g48010.1	Exostosin	4	2681	56.48	0	4	
PC-5p-84112_25	LOC_Os02g40870.2	Phosphatidylinositol N-acetylglucosaminyltransferase subunit C	2	1377	0	190.67		0
PC-5p-84112_25	LOC_Os02g40870.1	Phosphatidylinositol N-acetylglucosaminyltransferase subunit C	2	1437	0	190.67		0
PC-5p-84112_25	LOC_Os09g21689.2	Expressed protein	4	4321	0	31.78		4
PC-5p-84112_25	LOC_Os09g21689.3	Expressed protein	4	6110	0	31.78		4
PC-5p-8961_251	LOC_Os07g08669.1	Expressed protein	3.5	757	112.96	0	4	
PC-5p-90987_22	LOC_Os02g32930.1	Sodium Bile acid symporter family	4	1291	112.96	0	4	
PC-5p-96214_21	LOC_Os01g15110.1	Syntaxin/t-SNARE family protein	4	898	0	63.56		4
PC-5p-96928_24	LOC_Os02g05450.1	Pathogenesis related homeodomain protein A	3	1644	112.96	0	4	
PC-5p-99353_20	LOC_Os08g16255.1	CPSF6 protein	3	1709	112.96	0	4	

tpb, tags per billion.

### Targets of differentially expressed miRNAs between the WT and *phyB* libraries

In this study, 135 miRNAs were found to be differentially expressed between the WT and *phyB* libraries (Additional file 4). The identification and analysis of genes cleaved by the differentially expressed miRNAs could provide useful information to understand the roles of these differentially expressed miRNAs in phyB-mediated light signaling.

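Of the 135 miRNAs of Additional file 4, 31 had reads at a cleavage site in the deposited table, and they reached 69 genes. All 69 genes are among the 70 genes of Additional file 8. Reads in both degradome libraries were found for 40 of the 69 genes (58.0%, 95% Wilson interval 46.2 to 68.9), only in WT for 12 and only in *phyB* for 17. With the miRNAs that passed the test on raw counts in place of those of Additional file 4, 27 miRNAs reached 62 genes. Kept to the sites that Additional file 8 places in categories 0 to 2, 25 miRNAs reached 39 genes.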

In our degradome sequencing results, 32 of the differentially expressed miRNAs were found to target 70 genes (Additional file 8). To validate the results from degradome sequencing, the expression patterns of 12 genes targeted by five differentially expressed miRNAs were examined in the WT and *phyB* mutant by qRT-PCR. As shown in Figure 5, the expression patterns of most of these targets were opposite to that of the corresponding miRNAs, except for LOC_Os02g41800. 

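The miRNA changes drawn in Figure 5 come from the small RNA libraries. osa-miR160a-5p fell by 1.21 on the log2 scale, from 186.5 raw reads in WT to 69.9 in *phyB* (95% exact interval -1.62 to -0.80, Fisher's exact test, adjusted p = 8.0e-09), and by 1.00 with the clean reads as totals, just under the 2-fold cut-off. osa-miR408-3p rose by 1.04 (0.69 to 1.38, adjusted p = 8.3e-09). The qRT-PCR values of the targets were not used here. At the cleavage sites of these targets, the degradome reads were compared between the libraries by Fisher's exact test, over 21 sites of the pairs named in the text, Figure 4 and Figure 5. Only LOC_Os06g47150 (auxin response factor 16, paired with osa-miR160a-5p) passed, with 440.8 reads in WT and 1498 in *phyB* (log2 ratio of reads per mappable read 0.94, 95% exact interval 0.78 to 1.09, adjusted p = 4.2e-35). LOC_Os02g41800 had 50.5 and 97.7 reads (0.12, -0.36 to 0.66, Fisher's exact test, adjusted p = 0.96), and LOC_Os04g43910 had 22 and 21 (-0.90, -1.83 to 0.03). LOC_Os03g48970, paired with osa-miR169h, had 56.5 and 122.8 reads (0.29, -0.16 to 0.79). The reads of all these sites are divided among the positions they fit. Divided in this way, LOC_Os06g46270, LOC_Os07g41720, LOC_Os12g42400 and LOC_Os03g29760 had at most 3 reads in either library. Before division, LOC_Os12g42400 had 6 reads in WT and 4 in *phyB*, and LOC_Os07g41720 had 5 in each. Across 39 sites with at least 10 reads, 1 per gene and miRNA family, the log2 ratio of cleavage-site reads did not follow the log2 fold change of the miRNA. Pearson's r was -0.07 (permutation p = 0.66) and Spearman's rho was -0.02 (permutation p = 0.90), across sites within 1 pair of libraries per assay. Sites of a miRNA family are not independent replicates. Over 22 sites in category 0 in a library, rho was -0.18 (permutation p = 0.43). These permutation p-values were not adjusted.

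**Figure D3:**
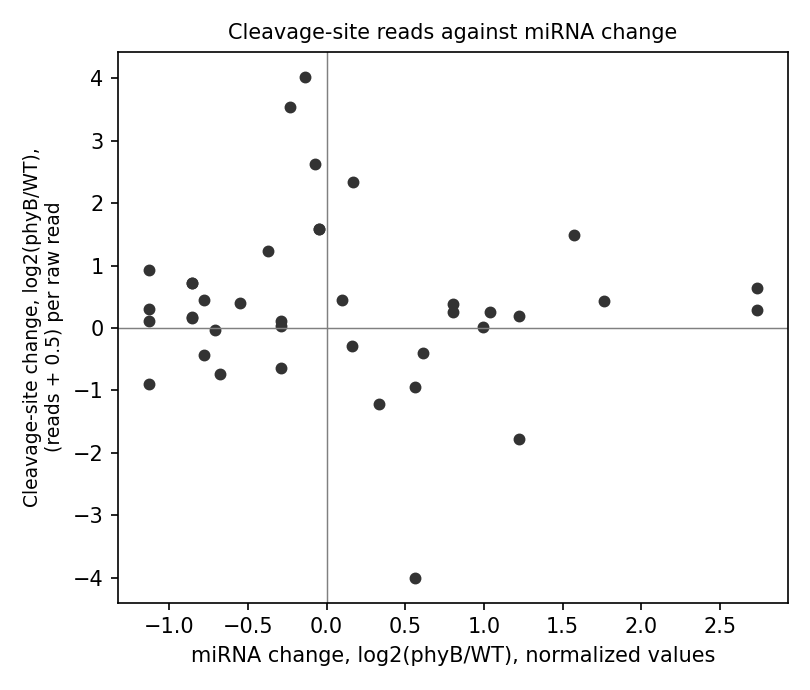
Change of cleavage-site reads between the degradome libraries against the change of the paired miRNA between the small RNA libraries, both as log2 of *phyB* over WT. Each point is 1 of 39 sites with at least 10 reads, with 0.5 added to the reads before the ratio. The points show no slope (rho -0.02).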

GO analysis of genes targeted by differentially expressed miRNAs revealed that genes with transcription factor activities and related to regulation of transcription were over-represented (Additional file 9). 

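A GO term for sequence-specific DNA-binding transcription factor activity was assigned to 29 of the 69 target genes (42.0%, 95% Wilson interval 31.1 to 53.8). Of the other 1887 target genes, 142 (7.53%, 6.42 to 8.80) had the term. The odds ratio was 8.91 (Fisher's exact test on genes, 2-sided, p = 2.4e-14). With every miRNA of the target table, a setting chosen after seeing the data, 34 of 128 genes (26.6%) had the term and the odds ratio was 4.51 (Fisher's exact test, p = 1.8e-10). With sites of categories 0 to 2 only, it was 25 of 39 genes (64.1%). Categories were at hand only for these targets, so the other genes could not be filtered in the same way and no like comparison is possible for that setting. Genes of a family share sites of 1 miRNA family and are not independent. Of all target genes, 80.4% were reached only by miRNAs of at most 18 nt. No comparison of transcription factor shares was repeated with miRNAs of at least 19 nt. The odds ratios therefore cannot tell differential expression of the miRNAs from their length. From the terms over-represented in its GO analysis, the paper concludes that genes with transcription factor activity stand out among these targets.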

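By the annotation text in place of the GO term, 28 of the 69 target genes (40.6%, 95% Wilson interval 29.8 to 52.4) matched a fixed list of transcription factor words, which left out the CO-like gene LOC_Os09g06464, against 6.20% of the other target genes (odds ratio 10.3, Fisher's exact test, p = 2.4e-15). With the miRNAs that passed the test on raw counts, 27 of 62 genes (43.5%) had the GO term.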

Based on the annotations of all the targets cleaved by the differentially expressed miRNAs, we found that a large number of them (30/70) belonged to seven different transcription factor families that play important roles in plant growth and development, and stress responses (Figure 6, Additional file 8). For example, osa-miR160a-5p targeted four members of the ARF transcription factors, osa-miR169h targeted six NF-YA transcription factors, and osa-miR164d and osa-miR164e targeted five and four members of the NAC transcription factors, respectively (Additional file 8). Among them, 23 genes encoding transcription factors were sliced by 11 known differentially expressed miRNAs, and 11 genes encoding transcription factors were sliced by five novel differentially expressed miRNAs. 

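The 4 ARF genes at osa-miR160a-5p sites all had reads in both libraries, 954.3 in WT and 2587 in *phyB* in sum, and LOC_Os10g33940 had 441 and 970 of them. The 6 NF-YA genes at osa-miR169h sites summed to 69 and 144.6 reads, with most of them at 1 gene (56.5 and 122.75). Of the 5 NAC genes at osa-miR164d sites, LOC_Os08g10080 had most of the reads, 32 in WT and 78 in *phyB*. The 4 NAC genes at osa-miR164e sites summed to 12.6 and 17.4 reads.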

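In the deposited table, 23 transcription factor genes had reads at sites of 11 known differentially expressed miRNAs. Another 5 differentially expressed miRNAs that were not known reached 10 such genes, of which 4 were also reached by the known ones.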

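The 4 HD-ZIP genes with reads at sites of osa-miR166k-3p and of sbi-miR166a_R+1_1ss1TG were LOC_Os10g33960 (16.9 reads in WT and 34.25 in *phyB*), LOC_Os03g01890 (16.7 and 34.0), LOC_Os03g43930 and LOC_Os12g41860 (3.33 and 10.7 each). The last pair had equal values at the same alignment score of 2.5. osa-miR166k-3p fell by 1.00 on the log2 scale in *phyB* (2148 and 930.1 raw reads). With edgeR's TMM factors it fell by 0.95, with the clean reads as totals by 0.79 and with the sums of the miRNA counts by 0.73. It did not pass under any of these scalings. With DESeq2's size factors it fell by 1.01 and passed. sbi-miR166a_R+1_1ss1TG rose by 1.02 (237.5 and 417 raw reads, Fisher's exact test, adjusted p = 2.5e-17).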

Four HD-ZIP transcription factors were the common targets of known miRNA osa-miR166k-3p and novel miRNA sbi-miR166a_R+1_1ss1TG (a miRNA that has one base more than known sbi-miR166a in the 3′-end, and with one substitution of T->G at position 1). NF-YA, NAC, ARF, MYB, and CO-like transcription factors were targeted by known miRNAs. 

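By the annotation text, the target genes of the miRNAs of Additional file 4 included 6 NF-YA, 5 NAC, 5 ARF, 2 MYB and 1 CO-like genes, all reached by known miRNAs only. The MYB genes LOC_Os01g59660 and LOC_Os06g40330 were paired with osa-miR159d_1ss20CT, with up to 11.75 reads at a site in WT and 28.25 in *phyB*. The CO-like gene LOC_Os09g06464 had 1 read in each library at the site of osa-miR5072_L-4.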

SBP transcription factors were only found to be targeted by novel miRNAs (ath-miR156g, bdi-miR156b-5p_R+1, sbi-miR156e_R+1_1ss14CT, bdi-miR156b-5p_L+1_1ss15TG) that show high sequence similarity to miR156 in *Arabidopsis*, *Brachypodium distachyon*, and *Sorghum bicolor* (Additional file 8), but have differences from the known members of miR156 family in rice.

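The genes of squamosa promoter-binding proteins at the sites of ath-miR156g, bdi-miR156b-5p_R+1 and sbi-miR156e_R+1_1ss14CT were the same 6 genes, with 11.5 reads in WT and 12.5 in *phyB* in sum. These 6 genes also had the same reads at sites of osa-miR156a, which rose less than 2-fold in *phyB* (log2 fold change 0.71, 95% exact interval 0.53 to 0.89). bdi-miR156b-5p_L+1_1ss15TG reached 4 genes, and had 9 raw reads in WT and 9.5 in *phyB*, under the minimum of the test. bdi-miR156b-5p_R+1 had 20.5 and 50 raw reads (log2 fold change 1.49, Fisher's exact test, adjusted p = 0.00033).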

**Figure 5:**
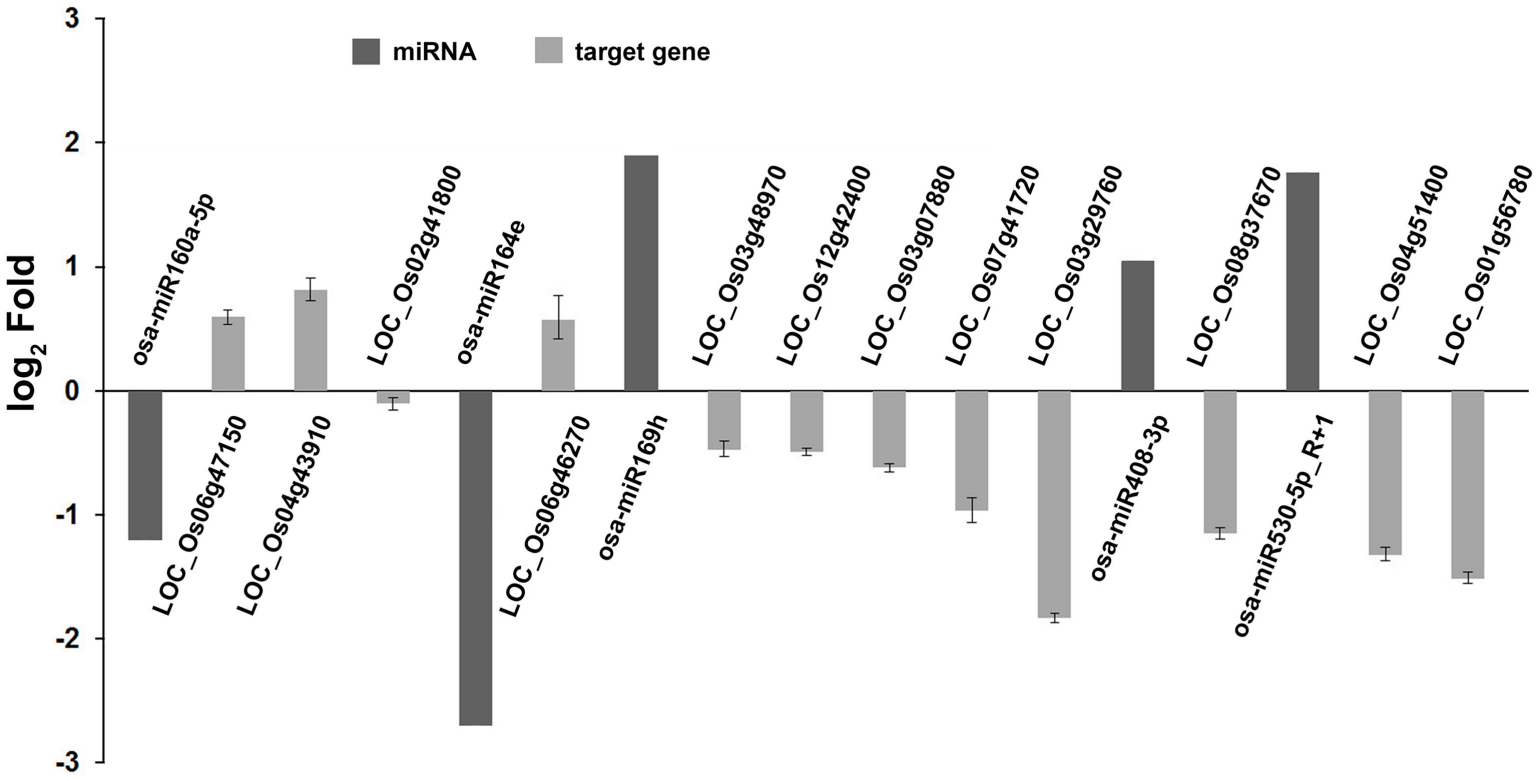
**Validation of degradome sequencing result by qRT-PCR**. The expression of five miRNAs and 12 their corresponding targets identified by degradome sequencing were shown in this histogram. The miRNA expression values were obtained from high-throughput sequencing. Expression values of their corresponding targets were obtained from qRT-PCR results. Total RNAs were isolated from the fourth leaves of WT and *phyB* mutant at the five-leaf stage. Expression of targets was determined by qRT-PCR. *OsEF-1α* was used as a normalization control. Bars indicate the SD across three PCR reactions. For each target gene or miRNA, the ratio of *phyB*/WT was log2 transformed to draw his histogram.

**Figure 6:**
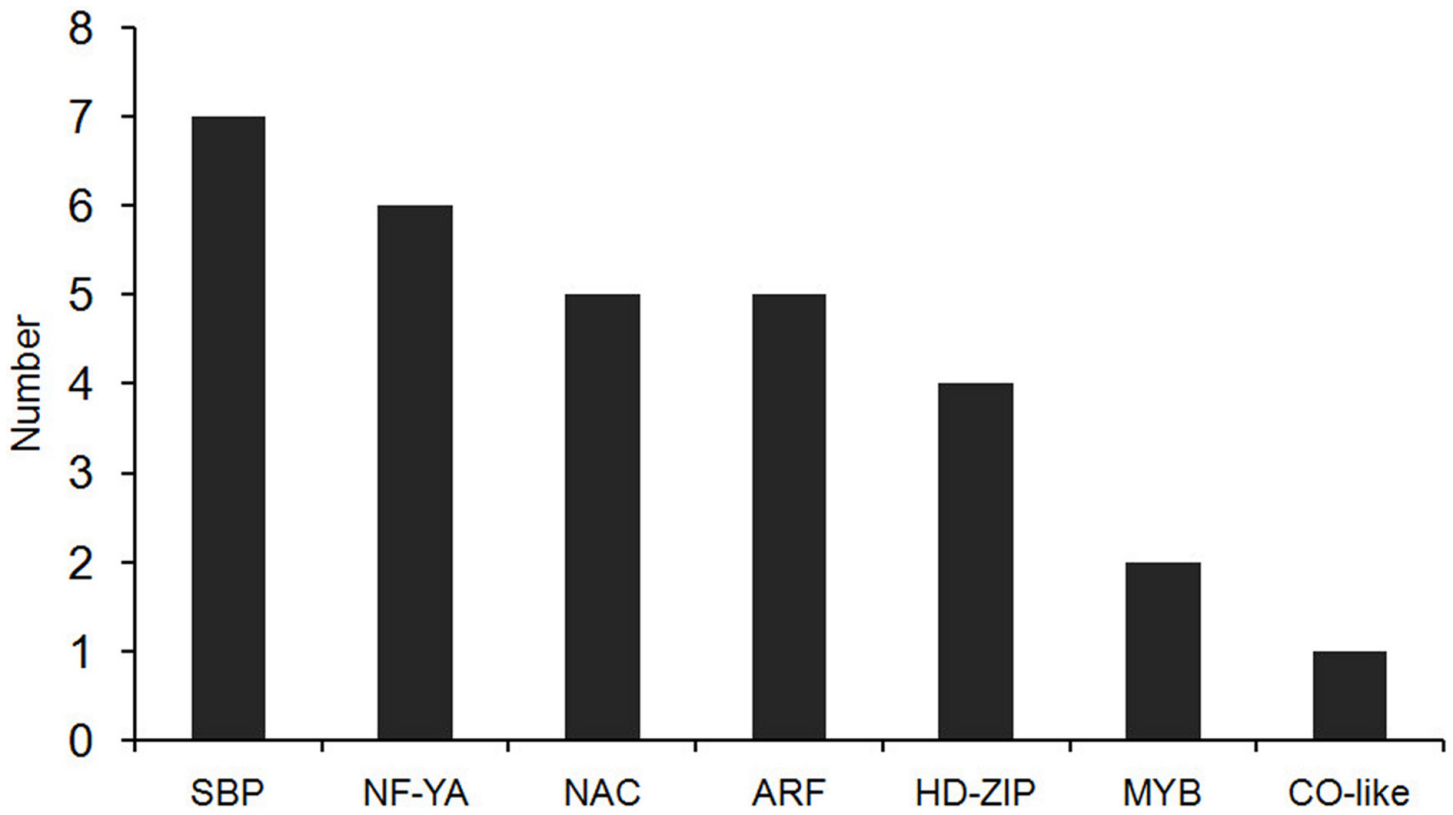
**The distribution of transcription factors targeted by differentially expressed miRNAs**. Thirty transcription factors targeted by differentially expressed miRNAs belong to seven types of transcription factor family.

In addition, a gene (LOC_Os01g56780) targeted by osa-miR530-5p_R+1 which is up-regulated significantly in the *phyB* mutant (Additional file 8) encodes a protein with high similarity to the tandem zinc knuckle/PLU3 domain protein TZP in *Arabidopsis* (Additional file 8). 

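LOC_Os01g56780 (zinc knuckle (CCHC-type) family protein) had 26.5 reads in WT and 64.5 in *phyB* at the osa-miR530-5p_R+1 site at position 440 of its transcript (alignment score 3). The log2 ratio of reads per mappable read was 0.45 with a 95% exact interval from -0.25 to 1.12 (Fisher's exact test, adjusted p = 0.78 over 21 sites). The authors' deposited table gives a log2 fold change of 0.45 and a Fisher's exact test p-value of 0.00315 for this site, with no adjustment named. The unadjusted p here was 0.23 (Fisher's exact test), on reads divided among the positions they fit. Before division, the site had 53 reads in WT and 129 in *phyB* (Fisher's exact test, adjusted p = 0.17). The other target of this miRNA in Figure 5, LOC_Os04g51400, had 2.75 and 4.25 reads, and 11 and 17 before division. The paper proposes from this target that osa-miR530-5p_R+1 might take part in phyB-mediated light signaling.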

TZP is a downstream component of the circadian clock and light signaling and participates in regulating seedling development directly (Loudet et al., 2008). The identification of this TZP homologous gene indicated that osa-miR530-5p_R+1 might participate in phyB-mediated light signaling via regulating the expression of the zinc knuckle/PLU3 domain protein.

## Discussion

### miRNAs expressed in the WT and *phyB* mutant

Traditional methods, such as direct cloning and sequencing, 5′ RACE and northern blotting have been used to identify a number of miRNAs and their targets. However, it is difficult to identify novel miRNAs and their targets that are expressed at low levels through these methods, and the experimental procedures are complex and relatively time-consuming (Bonnet et al., 2004; Adai et al., 2005; Zhang et al., 2005; Unver et al., 2009). In contrast, next-generation sequencing combined with degradome analysis provides a rapid and high-throughput tool to identify novel, differentially expressed miRNAs and their targets. Therefore, it has been used widely in the identification of miRNAs and their targets in various plant species (Hao et al., 2012; Mao et al., 2012; Karlova et al., 2013; Yang et al., 2013). Although miRNAs play central roles in plant growth and development, and environmental stresses responses (Jones-Rhoades et al., 2006; Mallory and Vaucheret, 2006; Shukla et al., 2008; Voinnet, 2009; Sunkar et al., 2012), few studies have been carried out to identify miRNAs involved in phyB-mediated light signaling (Martin et al., 2009). The present study is the first report to identify miRNAs that participate in phyB-mediated light signaling in rice at genome level.

In total, 720 known and 704 novel miRNAs were identified from WT rice and the *phyB* mutant. 

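Of the 720 known miRNAs, 229 were of 21 nt (31.8%, 95% Wilson interval 28.5 to 35.3) and 282 of 24 nt (39.2%, 35.7 to 42.8), followed by 72 of 22 nt. Weighted by raw reads, 21 nt miRNAs took 86.1% of the reads of known miRNAs and 24 nt miRNAs took 6.31%. Among the 346 known miRNAs with at least 10 raw reads in a library, 39.9% were of 21 nt and 41.3% of 24 nt.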

Most of known miRNAs fell into two categories, 21 nt miRNA (31.8%) and 24 nt miRNA (39.2%) (Figure 1C), and the latter one constituted the largest category (72.4%) of novel miRNAs (Figure 1C). The evolutionary histories of these two kinds of miRNAs are different. Previous study revealed that the 21 nt miRNAs were derived from the ancient *MIR* genes that cleaved by Dicer-like 1 (DCL1), and the 24 nt miRNAs were mainly generated from recently evolved *MIR* genes cleaved by DCL3 (Vazquez et al., 2008). The functions of 24 nt miRNAs are poorly-studied relative to those of canonical 21 nt miRNAs, but they were observed to be regulated developmentally and some of them were conserved during evolution (Vazquez et al., 2008), indicating that they probably have biological functions as that of 21 nt miRNAs. Additionally, most known miRNAs identified in this study were p5/p3 strands of documented miRNAs (469, 65.1%), which usually have lower stability than that of other miRNAs in cells and expressed at relative low levels (Jones-Rhoades et al., 2006; Rajagopalan et al., 2006). Our results were in accordance with this pattern, 60.3% (283) of p3/p5 strands of known rice miRNAs were expressed at low levels (the normalized expression value ≤10) in both the WT and *phyB* mutant (Additional file 2a). However, 34 p3/p5 strands of known rice miRNAs were expressed at relative high levels (the normalized expression value ≥100) in at least one library (Additional file 2a), especially osa-MIR397b-p5, osa-MIR5794-p3, and osa-MIR7695-p3, which indicate they may be true mature miRNAs.

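The 469 p5/p3 miRNAs had 25189 raw reads in WT and 24509 in *phyB* in all. The documented miRNAs had 267267 and 179835.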

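A normalized value of at least 100 in at least 1 library was found for 41 of the 469 p5/p3 miRNAs (8.74%, 95% Wilson interval 6.51 to 11.6) and for 68 of the 251 documented miRNAs (27.1%, 22.0 to 32.9). osa-MIR7695-p3 (chromosome 1) had normalized values of 4000.3 in WT and 4506 in *phyB*, osa-MIR5794-p3 (chromosome 5) had 2666 and 3099, and osa-MIR397b-p5 (chromosome 2) had 1984 and 3428. The log2 fold change of osa-MIR397b-p5 was 0.79 (95% exact interval 0.71 to 0.87), and 1.00 with the clean reads as totals, where it passed the 2-fold cut-off. From such levels, the paper proposes that these strands may be true mature miRNAs.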

Comparative analysis of miRNAs expressed between the WT and *phyB* mutant identified 135 differentially expressed miRNAs, including 97 up-regulated and 38 down-regulated miRNAs, which are candidate miRNAs for phyB-mediated light signaling (Additional file 4). Few studies focus on the miRNAs roles in phyB-mediated light signaling previously except for one study that indicates a bridge between miRNA and the phyB-mediated light signaling pathway (Martin et al., 2009). PHYB acts as a repressor of tuberization under long days in potato, and silencing of *PHYB* completely abolishes this repression (Jackson et al., 1996). A light-regulated miRNA, miR172, is also involved in tuberization regulation in a photoperiod-dependent manner in potato (Martin et al., 2009). In addition, the expression of miR172 seems to be under the control of *PHYB*. In anti-*PHYB* potato, the expression of miR172 is reduced in leaves but increased in stolons, suggesting miR172 acts downstream of phyB to regulate tuberization in response to day length (Martin et al., 2009). 

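In the small RNA libraries, osa-miR172a had 326 raw reads in WT and 317.25 in *phyB*, and osa-miR172d-5p_R+1 had 20 and 19. osa-miR172b_L-1 (2 and 1.25 raw reads) and osa-miR172c_R+1 (1 and 0.25) were at or under 3 reads in both libraries. Of the 9 genes with reads at their cleavage sites, 5 had reads in both degradome libraries. The most reads were found at LOC_Os09g21770 with osa-miR172a (1 in WT and 13 in *phyB*). LOC_Os05g03040, related to AP2.7, had 2.67 and 3 reads, and LOC_Os07g13170, with the same annotation, had 0.5 in each.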

In this study, four members of osa-miR172 family (osa-miR172a/b/c/d) were also detected in both the WT and *phyB* libraries (Additional file 2a), and nine genes were identified as the targets of osa-miR172 family (Additional file 6). However, the osa-miR172 family members showed no significantly differential expression (Additional file 2a). This may be caused by the functional divergence of miRNAs between monocots and dicots.

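The log2 fold change of osa-miR172a was 0.17 (95% exact interval -0.06 to 0.39, Fisher's exact test, adjusted p = 0.35), and that of osa-miR172d-5p_R+1 was 0.13 (-0.85 to 1.11, adjusted p = 0.95). With the clean reads of each library as totals, osa-miR172a was at 0.38 (Fisher's exact test, adjusted p = 0.0067), and with the sums of the miRNA counts it was at 0.44 (adjusted p = 0.0011). Fisher's exact test on rounded normalized values gave an adjusted p of 0.00098. It was under 2-fold, and so not called, in every setting. For the other 2 members, a difference was not detectable at this depth.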

Further molecular and genetic studies focusing on the functions of these miRNA should provide new clues to build bridges between miRNA and the phyB-mediated light signaling pathway.

### Transcription factors, the main regulator of plant life activities, are probably involved in phyB-mediated light signaling under the control of miRNAs

Compared to traditional target finder tools, degradome sequencing has unmatchable advantages. Thousands of genes targeted by miRNAs could be detected in one sequencing reaction, even if their expression levels are low. Analysis of degradome sequencing results of the WT and *phyB* mutant showed that at least 1957 genes (2893 transcripts) were targeted by miRNAs in rice (Additional file 6). The identification of the large number of targets in this study will provide a basis and new clues for illuminating miRNA roles in rice growth and development.

In this study, 70 genes were found to be targeted by 32 of the differentially expressed miRNAs (Additional file 8). Among them, 30 out of 70 target genes are encoding transcription factors. GO analysis revealed that transcription factors were significantly enriched in the genes targeted by differentially expressed miRNAs (Additional file 9). These results are in agreement with the previous finding (Jones-Rhoades et al., 2006). Seven types of transcription factors were identified as targets of differentially expressed miRNAs between WT and *phyB* mutant, including members of CO-Like, MYB, HD-ZIP, ARF, NAC, NF-YA, and SBP families (Figure 6, Additional file 8). In *Arabidopsis*, the members of several transcription factor families mentioned above have been reported to be involved in phytochrome-mediated light signaling. CO (Constans) protein is a transcription factor containing two B-box zinc fingers at the N-terminus and a CCT domain in C-terminus, and its stability is regulated by phytochrome-mediated light signaling. PhyA stabilizes the CO protein and promotes flowering, whereas phyB promotes CO degradation and delays flowering (Yanovsky and Kay, 2002; Cerdan and Chory, 2003; Valverde et al., 2004). ATHB-2 (*Arabidopsis thaliana* homobox protein 2), an HD-ZIP type transcription factor, was also found to be involved in phytochrome-mediated light signaling. The expression of ATHB-2 is regulated by changes in the ratio of red to far-red light, and it acts as a negative regulator of type II phytochromes (Carabelli et al., 1996; Steindler et al., 1999). The phenotypes of transgenic *Arabidopsis* with over-expressed *ATHB-2* are the same to those of *phyB* null mutant. Consistently, *ATHB-2* is expressed at relative high levels in all tissues and organs both in the day and night in *phyB* mutant (Carabelli et al., 1996; Steindler et al., 1999). A MYB family transcription factor, CCA1 (circadian clock associated 1) plays an important role in the circadian clock and phytochrome-regulated morphogenesis in *Arabidopsis* (Wang et al., 1997; Wang and Tobin, 1998). In addition, LAF1 (long after far-red light 1), HFR1 (long hypocotyl in far-red 1), and HY5 (elongated hypocotyl 5), which are members of MYB, basic helix-loop-helix (bHLH) and basic leucine zipper (bZIP) transcription factor families, respectively, act independently to transmit phyA signals downstream (Jang et al., 2013). In this context, we deduced that transcription factors targeted by the differentially expressed miRNAs in this study are probably involved in phyB-mediated light signaling in rice.

## Concluding remarks

In this study, high-throughput small RNA sequencing and degradome sequencing were performed on libraries constructed from the WT and *phyB* mutant leaves in rice. As a result, 135 miRNAs exhibited differential expression between the WT and *phyB*. Among them, 32 differentially expressed miRNAs were found to slice 70 genes. A large proportion of target genes (30/70) encode members of transcription factor families. Although some members of these transcription factor families have been reported to be involved in phytochrome-mediated signaling pathway in *Arabidopsis*, we will dissect whether and how these transcription factors identified in this study function in phyB-mediated photomorphogenesis and stress responses in rice in the future. Nonetheless, our findings, for the first time, provide a genome-wide link between microRNAs and phyB-mediated light signaling pathway.

## Author contributions

XX conceived and designed the study. WS, XW, YW, XL, and HS performed molecular experiments (material collection, RNA extraction, real-time PCR). WS and XHX carried out data analysis. XX and XHX drafted this manuscript. XX and XW revised the manuscript. All the authors read and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

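Small RNA and degradome libraries of WT rice and the *phyB* mutant were analysed from the authors' deposited tables, 1 library per genotype and assay (4 libraries). Each library came from the fourth leaves of 4 plants, harvested at the 5-leaf stage by the paper and at the 4-leaf stage by the sample labels. Samples were grouped by genotype and assay as labelled.

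The authors processed the small RNA reads with ACGT101-miR, which removed adaptor-only and low-quality reads, compared the clean reads with miRBase and predicted hairpins for the remaining reads. The deposited raw values per miRNA are estimated counts, in which the authors divided reads shared by several sequences. The authors' normalized signal is the raw count times 1 factor per library. Each miRNA name was counted once, although the table repeats it on each of its precursors. The group codes of the table are not explained, and its groups were assigned to the paper's classes by content and size. For the degradome, the authors used CleaveLand and ACGT101-DEG, and deposited predicted miRNA-transcript pairs with an alignment score of at most 4, a mismatch penalty as deposited. The deposited cleavage-site signal was scaled by the authors to the raw reads of each library and divided by the number of positions a read fits. Reads were computed back from it, with 1 read worth 113 in WT and 63.6 in *phyB*. The authors' deposited log2 fold change of this signal between *phyB* and WT and their deposited p-values of Fisher's exact and chi-squared tests, with no adjustment named, were used only for LOC_Os01g56780.

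The analysis set before the data were examined had assumed that the target table holds raw reads, categories and a degradome p-value per site. It does not, so reads were taken from the signal, and categories came from Additional file 8 for the targets of differentially expressed miRNAs only. Category and degradome p-value filters on the whole target set were not run.

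The small RNA libraries held 374133 and 269296 raw miRNA reads in WT and *phyB*, out of 6526459 and 4879984 clean reads. The degradome libraries held 8853077 and 15733668 raw reads, of which 8808065 and 15647788 were mappable. Shares are given with 95% Wilson intervals and ratios of read counts with 95% exact intervals, and a count of 0 was taken to allow up to 3 counts.

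miRNAs with at least 10 raw reads in at least 1 library were tested by Fisher's exact test on rounded raw counts, with library totals in the ratio of the authors' factors. The 1163 p-values were adjusted by the Benjamini-Hochberg method. A miRNA was called at an adjusted p of at most 0.01 and at least 2-fold change. Alternatives were the clean reads, the sums of the miRNA counts, edgeR's TMM factors and DESeq2's size factors as scaling. Others were an unadjusted p, the chi-squared 2 x 2 test, Fisher's exact test on rounded normalized values, edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4, no low-count filter, at least 10 raw reads in both libraries, and 1 entry per distinct sequence. Called miRNAs were grouped where they shared at least 16 nt. Lists of miRNAs were set against 10000 random lists drawn from 10 bins of mean expression.

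Target genes needed any signal above 0 at a cleavage site, which takes at least 1 whole read. The smallest whole number of reads that gives the deposited value was used for this limit, for the alternative of at least 2 reads and for thinning, and reads divided among positions were used elsewhere. Alternatives were at least 2 reads, an alignment score of at most 3, and *phyB* reads thinned to the WT depth in 100 draws. GO terms and transcription factor annotations were those of the target table, and shares of genes were compared by Fisher's exact test, with an adjusted p over 9 comparisons for the GO terms. Reads at 21 sites of named pairs were tested by Fisher's exact test against mappable reads. The relation of cleavage-site reads to the miRNA used 1 site per gene and miRNA family with at least 10 reads, 0.5 reads added, and 100000 permutations.

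By a rule set before the data were examined, values are reported by name for miRNAs and genes that the paper's text, tables or figures name, and for the 5 largest log2 changes in each direction among called miRNAs. The miRNAs of Table 2 were counted as 1 group and their fold changes are not given unless the paper names them elsewhere.

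The code was tested on simulated data. Of 200 miRNAs simulated with a change, 163 were called, with 55 of 55 at 100 or more reads, and 0 of 889 unchanged miRNAs were called. All 100 changed sites and 0 of 400 unchanged sites were called. The simulated counts held counting error only, without variation between plants, and every simulated change was larger than 2-fold. They check the code and do not give an error rate for the deposited libraries. Tools were Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0, with random seed 7. The qRT-PCR values, the paper's full GO analysis and the sequence reads themselves were not analysed here.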

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

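The examples of genes in this part and the test on sites in genes that the paper's set also reaches were chosen only after the result was seen, and the other tests were set before it.

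The target table holds detected sites of miRNAs that belong to neither the known nor the newly identified miRNAs of the paper. They add 4126 detected pairs (46.5% of 8881) and 1242 genes that no miRNA of the paper's set reaches. Of these genes, 172 had more than 3 reads at a site in a library. The paper's text does not name the examples below, and its list of targets was read here only in part. Among the 5 genes with the most reads were LOC_Os02g49840 (AGAMOUS-like 16), with 36.7 reads in WT and 56.7 in *phyB* at a site of osa-miR444d.3 (alignment score 0), which Additional file 4 lists as up-regulated, and LOC_Os02g36924, also AGAMOUS-like 16, with 15.5 and 36.5 reads at a site of osa-miR444a-3p.2_1ss9CT. LOC_Os04g59440 (Chlorophyll A-B binding family protein) had 47.7 and 86.3 reads at a site of bdi-MIR319a-p5_1ss2CA, a miRNA of 18 nt with an alignment score of 4.

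The same sites could have been reached by miRNAs of the paper's set under another name. Over all distinct sites, 136 of 1989 (6.84%) were, but 1379 of the 1989 lie in genes that the set does not reach and share no site with it by definition, so this share decides nothing for those genes. In genes that the set also reaches, 136 of 610 sites (22.3%, 95% Wilson interval 19.2 to 25.8) were, which argues against this for most of those sites only. Reads could also meet predicted sites by chance. Chance would detect a miRNA's sites alike at low and high alignment scores. Within miRNAs outside the set of at least 19 nt, sites with a score of at most 2 were detected more often than the others (odds ratio 1.89, 95% interval 1.49 to 2.40), and for those of at most 18 nt the odds ratio was 1.23 (1.07 to 1.42). The intervals rest on miRNA-transcript pairs. Pairs that share a site are not independent, so the intervals may be too narrow. For miRNAs of at least 19 nt, the odds ratio argues against chance alone, although chance may still account for many single sites. For those of at most 18 nt, 9.72% of pairs were detected at scores of 0 to 1 and 12% at 1.5 to 2. At 2.5 to 3 and 3.5 to 4 the shares were 8.58% and 8.46%. Without a steady fall with the score, the test does not decide for these shorter miRNAs. No biological explanation was tested, since 1 library per genotype was sequenced and the miRNAs were grouped by the authors.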

How the results depend on the processing

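The choices of the main analysis, and the alternatives not marked otherwise here, were made before the data were examined. Chosen only after the results were seen were the limits of at least 19 nt and of a normalized value of at least 10 for target genes, the use of every miRNA in the target table, at least 2 reads for miRNAs with several targets, raw reads from Additional file 8, and an unadjusted p of at most 0.01 in both tests on rounded normalized values. No paired analysis was possible because each genotype has 1 library per assay. For the same reason leaving out a library was not possible. Not run were the filters on categories 0 to 2 and on the degradome p-value for target genes, on categories for miRNAs with more than 1 target and for GO terms, since the target table holds neither.

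The number of differentially expressed miRNAs, 100 (60 higher and 40 lower in *phyB*), depended most on variation between plants, which 1 library per genotype does not measure. With an assumed coefficient of variation of 0.2 it was 9 (7 higher and 2 lower), and with 0.4 it was 0 (0 higher and 0 lower), with 34 at an unadjusted p under 0.05. More miRNAs were higher than lower under every scaling, and the size of the split depended on it. With TMM factors 64 were higher and 36 lower, and with DESeq2's size factors 60 and 40, close to the main analysis. With clean reads 77 were higher and 15 lower, and with the sums of miRNA counts 83 were higher and 13 lower. With the unadjusted p in both tests 95 were higher. Which scaling is right was not tested.

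Over 60 named miRNAs and 757 comparisons with alternatives, 637 left the call and direction as they were, 113 lost a call or strength, 4 gained, and 3 reversed. All 3 were of PC-5p-152796_10, which had nearly no change. Its log2 fold change was -0.04, and it was 0.17 with clean reads, 0.23 with the sums of miRNA counts and 0.0051 with TMM factors, with adjusted p from 0.868 to 1. Of those lost, 34 came with the assumed variation of 0.2, 39 with 0.4, 13 with clean reads and 15 with the sums of miRNA counts. All 11 comparisons of cleavage-site reads with raw reads of Additional file 8 gave the same call.

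Lengths and first nucleotides changed when miRNAs were weighted by reads. Among newly identified miRNAs, 24 nt fell from 72.4% to 21.2%, and 21 nt rose from 17.0% to 24.6%. Among known miRNAs, 24 nt fell from 39.2% to 6.31% and 21 nt rose from 31.8% to 86.1%. A as first nucleotide fell from 36.9% to 7.28%, and U rose from 35.7% to 84.2%. With at least 10 reads, 39.9% of the known miRNAs were of 21 nt. A few abundant miRNAs take most reads, but the cause was not tested.

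Target genes numbered 1956, with 699 in both libraries, 510 only in WT and 747 only in *phyB*. With at least 2 reads they numbered 840 (284, 129 and 427), with an alignment score of at most 3 they numbered 942 (302, 281 and 359), and with every miRNA of the table they numbered 3198 (1210, 798 and 1190). With miRNAs of at least 19 nt they numbered 384 (166, 79 and 139), and with a normalized value of at least 10 they numbered 290 (123, 62 and 105). Thinned to the WT depth, *phyB* had 500.4 genes of its own against 633.2 for WT, so that the order of these sets reversed. miRNAs with more than 1 target fell from 211 to 139 with at least 2 reads. Genes reached by differentially expressed miRNAs numbered 69. They numbered 128 with every miRNA of the table and 39 with categories 0 to 2 only.

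Several GO results reversed under the limits chosen afterwards, and others kept their direction. With miRNAs of at least 19 nt and then with a normalized value of at least 10, the odds ratio of photosynthesis in both libraries against WT only was 0.229 and 0.161 (main 3.01), and against *phyB* only 0.553 and 0.852 (main 3.54). For response to stress these were 0.679 and 0.929 (main 1.62), and 0.768 and 0.836 (main 1.58). For *phyB* only against WT only, stress fell from 1.02 to 0.884 with at least 19 nt and was 1.11 with a normalized value of at least 10. Translation fell from 1.03 to 0.562 and 0.583. Its ratio of both against WT only kept its direction (1.69 and 1.27, main 1.10), as did both against *phyB* only (3.02 and 2.18, main 1.07). Photosynthesis in *phyB* only against WT only also kept it (0.414 and 0.189, main 0.851). Adjusted p-values of these reversed ratios lay between 0.652 and 1. The smaller sets hold few genes with these terms and do not settle a direction.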

Differences from the paper's values

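The main test gave 60 miRNAs higher in *phyB* against the paper's 97. Of the alternatives set before the data were examined, the clean reads (77), the sums of miRNA counts (83), an unadjusted p of at most 0.01 (73) and Fisher's exact test on rounded normalized values (72) came within 1.5 times of the paper's 97. The others did not, with 64 for edgeR's TMM factors, 60 for DESeq2's size factors, 61 for the chi-squared test, 7 and 0 for an assumed variation of 0.2 and 0.4, 53 without a low-count filter, 43 with at least 10 raw reads in both libraries and 62 with 1 entry per sequence. An unadjusted p of at most 0.01 in both tests on rounded normalized values, chosen after seeing the values, gave 95 and called 133 of the paper's 135 miRNAs.

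Of miRNAs that are not known, 29 were higher in *phyB* against the paper's 51. Within 1.5 times were the clean reads (39), the sums of miRNA counts (43), an unadjusted p (34) and Fisher's exact test on rounded normalized values (34). The others gave 31 with TMM factors, 30 with DESeq2's size factors, 30 with the chi-squared test, 2 and 0 with the assumed variations, 26 without a filter, 23 with reads in both libraries and 29 with 1 entry per sequence. The setting chosen after seeing the values gave 49.

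The paper lists osa-miR169h among the up-regulated miRNAs and cme-miR530a among its differentially expressed miRNAs. Their adjusted p-values here were 0.10 and 0.13, above the cut-off. Both were called by the setting chosen after seeing the values. The paper names PC-5p-99377_20 as the miRNA with the largest fall. By fitted values, PC-3p-251156_5 fell further (log2 fold change -4.25 against -4.19), with 0.5 raw reads in *phyB*. Another 3 called miRNAs had 0 reads in *phyB*.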

Other observations

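The tests on miRNAs of at most 18 nt were chosen only after the result was seen. The other tests of this part were set before it.

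More target genes were found only in *phyB* (747) than only in WT (510), in the library with 1.78 times as many reads. Thinned to the WT depth, the genes found only in *phyB* numbered 500.4 on average, fewer than the 633.2 found only in WT. The excess is consistent with the difference in depth. A difference between the genotypes at equal depth stays untested, since each genotype has 1 degradome library and no replicate.

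Most detected pairs of the paper's set came from miRNAs of at most 18 nt (3438 of 4755), and 6 miRNAs of 17 nt with at most 7 raw reads in a library gave 2708 pairs. Their sites were detected no more often at low than at high alignment scores (odds ratio within miRNAs 0.906, 95% interval 0.824 to 0.997), whereas for miRNAs of at least 19 nt the odds ratio was 1.65 (1.36 to 2.01). A candidate explanation is that degradome reads meet the sites of these short miRNAs by chance. No biological explanation was tested.

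Photosynthesis genes were over-represented among genes found in both libraries. If cleavage gave these reads, sites of abundant miRNAs would be detected more often than those of rare miRNAs. In other genes they were, with an odds ratio of 4.55 for a normalized value of at least 100 against under 10. In photosynthesis genes the odds ratio was 0.205 (95% exact interval 0.00465 to 1.51), from 10% of 10 pairs and 35.1% of 444 pairs. This is consistent with reads of abundant transcripts that fall on predicted sites without cleavage. The expression of the transcripts themselves was not measured here. Without miRNAs of at most 18 nt, the odds ratio of photosynthesis against WT only was 0.229 (0.0204 to 1.65), below the 3.01 of all miRNAs, so that the excess may rest on these short miRNAs. Against *phyB* only it was 0.553 (0.0457 to 4.91), an interval that holds the 3.54 of all miRNAs, and with 2 and 3 genes the explanations cannot be told apart. Cleavage that differs between the genotypes stays untested.

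With each miRNA counted alike, the change of miRNAs fell with their length, though not steadily. The median log2 fold change was 0.71 at 17 nt, 0.05 at 18 nt, 0.40 at 19 nt and 0.01 at 20 nt. It was 0.11 at 21 nt, 0.25 at 22 nt, 0.005 at 23 nt, -0.17 at 24 nt and -0.37 at 25 nt. The slope was -0.11 per nt (95% interval -0.14 to -0.07). Summed over all reads of a length, the log2 change was 0.66 at 17 nt, 0.10 at 18 nt, -0.31 at 19 nt, -0.02 at 20 nt, -0.29 at 21 nt, -0.27 at 22 nt, -0.31 at 23 nt, -0.35 at 24 nt and -0.43 at 25 nt. A length bias between the libraries would act on miRNAs of the same precursor alike. Among 795 pairs from 250 precursors, the longer miRNA was lower in 54.97%, against 59.7% needed by the slope and 50% without one. The difference from the share without a slope was 4.97 points (0.31 to 10.03). Within precursors, the slope was -0.044 per nt (-0.092 to 0.004). The difference from the needed share was -4.70 points, with an interval of -8.77 to -0.43 with the slope held fixed and of -9.71 to 0.21 with the slope resampled. Length bias and a difference between the genotypes in 24 nt miRNAs cannot be told apart, since the answer turns on that choice and each genotype has 1 library.

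If the miRNA level set the cleavage, reads at cleavage sites would rise with the miRNA. Across 39 sites, Spearman's rho was -0.021 (95% interval -0.34 to 0.31), and 16 sites changed in the direction of their miRNA. The interval leaves room for a moderate relation. The sequenced libraries do not measure the level of the uncut transcript, and the paper's qRT-PCR of some targets was not used here. A lack of relation and a hidden one therefore cannot be told apart.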
